# 5C analysis of the Epidermal Differentiation Complex locus reveals distinct chromatin interaction networks between gene-rich and gene-poor TADs in skin epithelial cells

**DOI:** 10.1371/journal.pgen.1006966

**Published:** 2017-09-01

**Authors:** Krzysztof Poterlowicz, Joanne L. Yarker, Igor Malashchuk, Brian R. Lajoie, Andrei N. Mardaryev, Michal R. Gdula, Andrey A. Sharov, Terumi Kohwi-Shigematsu, Vladimir A. Botchkarev, Michael Y. Fessing

## Abstract

Mammalian genomes contain several dozens of large (>0.5 Mbp) lineage-specific gene loci harbouring functionally related genes. However, spatial chromatin folding, organization of the enhancer-promoter networks and their relevance to Topologically Associating Domains (TADs) in these loci remain poorly understood. TADs are principle units of the genome folding and represents the DNA regions within which DNA interacts more frequently and less frequently across the TAD boundary. Here, we used Chromatin Conformation Capture Carbon Copy (5C) technology to characterize spatial chromatin interaction network in the 3.1 Mb Epidermal Differentiation Complex (EDC) locus harbouring 61 functionally related genes that show lineage-specific activation during terminal keratinocyte differentiation in the epidermis. 5C data validated by 3D-FISH demonstrate that the EDC locus is organized into several TADs showing distinct lineage-specific chromatin interaction networks based on their transcription activity and the gene-rich or gene-poor status. Correlation of the 5C results with genome-wide studies for enhancer-specific histone modifications (H3K4me1 and H3K27ac) revealed that the majority of spatial chromatin interactions that involves the gene-rich TADs at the EDC locus in keratinocytes include both intra- and inter-TAD interaction networks, connecting gene promoters and enhancers. Compared to thymocytes in which the EDC locus is mostly transcriptionally inactive, these interactions were found to be keratinocyte-specific. In keratinocytes, the promoter-enhancer anchoring regions in the gene-rich transcriptionally active TADs are enriched for the binding of chromatin architectural proteins CTCF, Rad21 and chromatin remodeler Brg1. In contrast to gene-rich TADs, gene-poor TADs show preferential spatial contacts with each other, do not contain active enhancers and show decreased binding of CTCF, Rad21 and Brg1 in keratinocytes. Thus, spatial interactions between gene promoters and enhancers at the multi-TAD EDC locus in skin epithelial cells are cell type-specific and involve extensive contacts within TADs as well as between different gene-rich TADs, forming the framework for lineage-specific transcription.

## Author summary

Gene activity programmes in different cell types control development and homeostasis of multi-cellular organisms. Spatial genome organization controls gene activity by facilitating or restricting contacts between gene promoters and remote gene enhancers. Functionally related co-regulated genes are often located together in genomes loci. The spatial organization of very large co-regulated gene loci remains poorly understood. We analyse the spatial contact network in the Epidermal Differentiation Complex (EDC) locus that contains 61 co-regulated genes activated during epidermal differentiation in epidermal cells and thymocytes, where the locus is mostly inactive. Our analysis demonstrated that the gene-rich and gene-poor regions in the EDC are organized in separate Topologically Associating Domains (TADs). We further found that spatial contact in the EDC locus is mostly cell type specific. In keratinocytes such contacts connect gene promoters with gene enhancers both within and between gene-rich TADs. Chromatin architectural proteins CTCF and Rad21 together with chromatin remodeller Brg1 were often bound near the spatially contacting gene promoters and enhancers in keratinocytes. In contrast to gene-rich TADs, gene-poor TADs show preferential spatial contacts with each other, do not contain active enhancers and show decreased binding of CTCF, Rad21 and Brg1. These data illustrate how the chromatin networks required for lineage-specific transcription are organized in skin epithelial cells and demonstrate that spatial interactions involving gene promoters and enhancers at the EDC locus are not restricted by the TAD boundaries and involve, together with intra-TAD interactions, the extensive contacts between the different TADs.

## Introduction

Metazoan development requires the concerted specification of divergent lineages among a genetically homogenous cell population and the tightly controlled, coordinate genesis of cellular structural and functional diversity driven by proper spatial and temporal regulation of transcription. Genome topology in the nucleus plays an important role in regulation of gene transcription by facilitating or restricting spatial interactions between gene promoters and distal gene regulatory elements [1–7].

In the interphase nucleus, chromosomes occupy distinct positions called chromosome territories with some intermingling between the borders of the neighboring chromosomes [8]. Each chromosome is organized into Topologically Associating Domains (TADs), principal units of the chromatin folding that might be further divided into sub-TADs [9–11]. TADs range in size from several hundred Kb up to about 1.5 Mb in mice and humans. TADs are defined as chromatin domains with higher frequency of spatial contacts within the domains compared to the regions across TAD borders [9, 10, 12]. TAD borders are mostly conserved between the different cell types and mammalian species [9, 12, 13], although lineage-specific differences in the TAD borders have been described [9, 12].

The spatial chromatin contacts involve interactions between proximal gene promoters and distal gene regulatory regions, such as enhancers, silencers, insulators and locus control regions. These interactions vary substantially between different cell types and change during cell differentiation [6, 11, 12, 14]. The spatial interactions between gene promoters and enhancers mostly occur within TADs [15–17]. However, less frequent inter-TAD contacts occur between the transcriptionally active loci, and these often represent enhancer-promoter contacts that are largely cell-type specific [17–19]. The functional significance of the inter-TAD contacts remains to be further determined.

Spatial genome organization is controlled, at least in part, by a number of chromatin architectural proteins including CCCTC- binding factor (CTCF), Cohesin, condensin together with the Mediator co-activator complex [11, 20–22]. CTCF binding is often detected at the TAD borders, although most CTCF bound regions are found inside the TADs [9, 10, 12]. Cohesin is frequently, but not always, binds together with CTCF at the bases of chromatin loops [14, 20, 21, 23]. Cohesin controls spatial contacts between gene promoters and enhancers together with or independently of CTCF [11, 20, 22]. The Mediator complex is also frequently involved in the promoter-enhancer interactions together with cohesin [11, 22, 24].

Functionally-related and co-regulated genes frequently form conserved clusters or loci in the mammalian genomes, which size varies from several kilobases to several megabases [25, 26]. In mouse genome, there are several dozens of the large (more than 0.5 Mbp) gene loci, in which gene transcription is frequently regulated in a lineage-specific manner [27, 28]. Large lineage-specific gene loci are present on a vast majority of chromosomes and harbour the olfactory receptor family genes (chromosomes 2, 7, 9, 10, 14, 16, 17, 19), immunoglobulin kappa and heavy chain genes (chromosomes 6 and 12, respectively), keratinocyte-specific genes (chromosomes 3, 11, 15 and 16), as well as some other gene families [29]. The detailed chromatin conformation capture analysis of the several lineage-specific gene loci, including the Hox, beta–globin and protocadherin genes, revealed the importance of their proper spatial organization in executing lineage-specific gene expression programs by restricting the promoter-enhancer contacts to individual TADs [21, 30–32]. However, high resolution mapping of the chromatin interaction networks in the large lineage-specific loci and their relevance to the distinct TADs remain largely unexplored.

Epidermal Differentiation Complex (EDC) is a unique large locus in the mouse genome containing 61 functionally-related genes occupying 3.1 Mb domain in the gene-rich region of mouse chromosome 3 or 1.6 Mb domain on human chromosome 1 [33–35]. Central part of the EDC locus contains functionally-related genes involved in the control of epidermal differentiation and barrier acquisition, while two flanking EDC regions harbour the *S-100* family genes involved not only in epidermal differentiation, but also playing various functions in other tissues [33–35]. In mouse genome, the central part of the EDC is separated from its 5’- (centromere proximal) domain by a gene desert, while another gene-poor domain separates the 3’-flank of the EDC from the neighbouring gene-rich domain on chromosome 3 [33–35].

During epidermal morphogenesis and transition of the single-layered surface epithelium (E11.5) to stratified epidermis (E16.5), higher-order chromatin folding of the EDC harbouring region on the mouse chromosome 3 show remarkable plasticity resulting in relocation of the EDC from the nuclear periphery towards nuclear interior [36]. These changes are associated with remodelling of chromatin compaction in the central EDC domain and increased transcription of many EDC genes involved in terminal keratinocyte differentiation [29]. Developmentally-regulated higher-order chromatin remodelling of the EDC locus in keratinocytes is orchestrated by the epidermal master transcription regulator p63, which directly regulates expression of the ATP-dependent remodeller Brg1 and genome organizer Satb1 in the epidermal progenitor cells [29, 36]. In turn, Brg1 controls the developmentally-regulated relocation of the EDC towards the nuclear interior, while Satb1 promotes establishing the proper level of chromatin compaction in the central EDC domain required to maintain or balance gene transcription in the locus in terminally differentiating keratinocytes [29, 36].

In spite of the essential role of the EDC locus in epidermal differentiation and barrier acquisition, surprisingly little is known about the distal gene regulatory elements in this region and their interactions with the target gene promoters. Several non-coding regulatory elements showing the enhancer or silencer activities were identified in this locus based on the non-coding sequence homology in mammalian species [33]. 3C studies demonstrated the long-range spatial contacts between a conserved AP-1 dependent gene enhancer with the selected gene promoters in this locus in cultured epidermal keratinocytes [37]. However, the comprehensive pattern of spatial chromatin contacts in the EDC locus, including its organization into distinct TADs, promoter-enhancer regulatory network and the factors involved in its establishment and maintenance remain unexplored.

Here, we map the spatial chromatin contacts at the EDC and neighbouring genome region in murine basal epidermal keratinocytes and thymocytes (used as a control in which the keratinocyte-specific genes at the EDC are inactive), at high resolution employing the Chromosome Conformation Capture Carbon Copy (5C technology). We demonstrate that in keratinocytes, the EDC locus is organized into several gene-rich and gene-poor TADs and forms lineage-specific spatial contact networks. Furthermore, in keratinocytes, in addition to the intra-TAD contacts, a substantial number of keratinocyte-specific spatial interactions connecting putative gene enhancers with promoters were detected between different gene-rich TADs. We also show enrichment for binding of CTCF, Rad21, and ATP-dependent chromatin remodeller Brg1 in the spatial enhancer-promoter contacts within and between gene-rich TADs, suggesting their roles in the establishment of the unique spatial chromatin organization and control of gene expression in the large multi-TAD EDC locus in skin epithelial cells.

## Results

### Large lineage-specific gene loci constitute several TADs in the genome, while smaller-sized loci are predominantly located within individual TADs

In the mouse genome, there are 33 large (more than 0.5 Mbp) lineage-specific gene loci containing at least 10 functionally related genes [27–29] (**Fig 1**). Large lineage-specific gene loci are present on a vast majority of chromosomes and harbour the olfactory receptor family genes (chromosomes 2, 7, 9, 10, 14, 16, 17, 19), immunoglobulin kappa and heavy chain genes (chromosomes 6 and 12, respectively), keratinocyte-specific genes (chromosomes 3, 11, 15 and 16), as well as some other gene families (**Fig 1A and 1B**).

**Fig 1:**
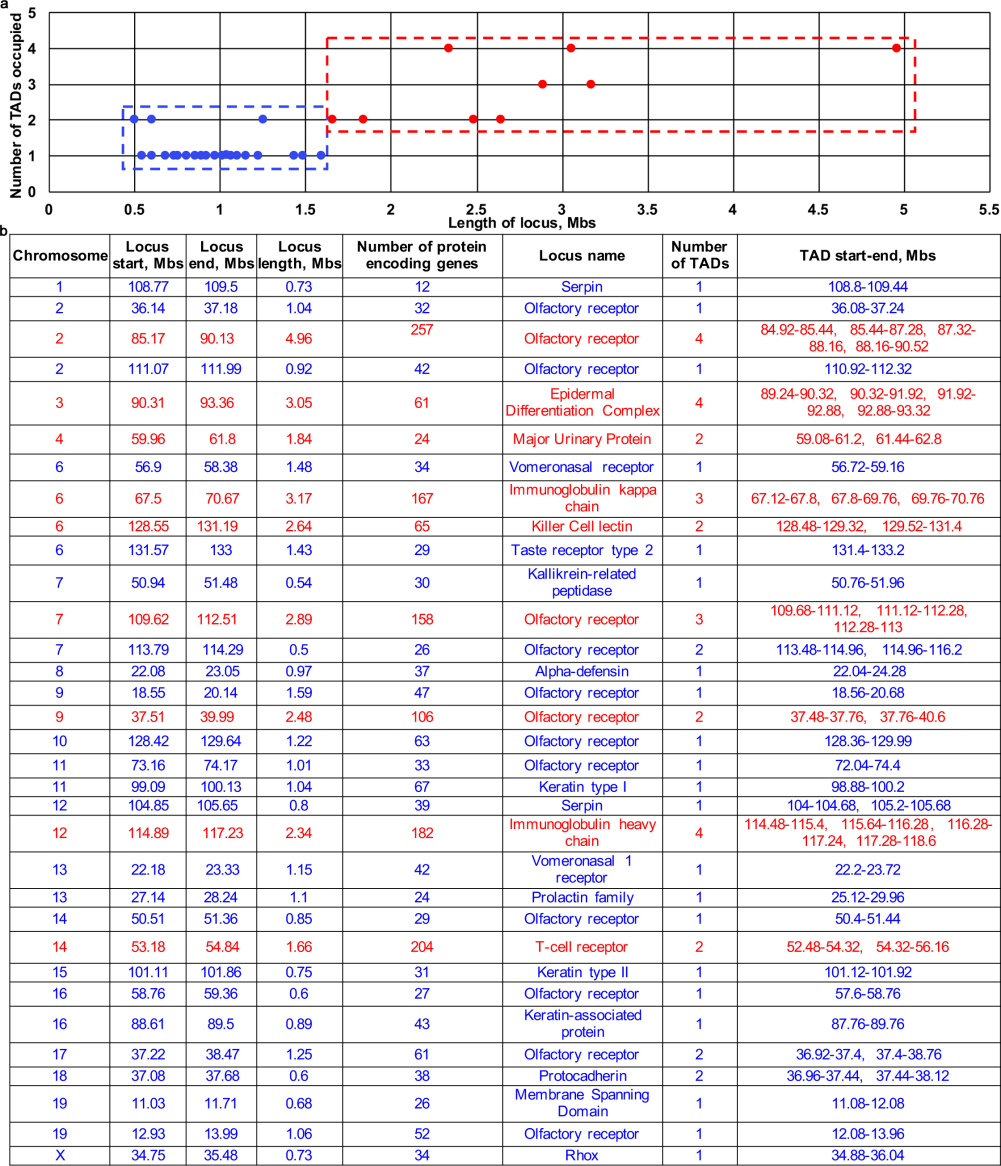
TAD organization of the large (>0.5 Mb) lineage-specific co-regulated gene loci in the mouse genome. **(a)** Number of TADs occupied by the lineage-specific co-regulated gene loci in the mouse genome in the Embryonic Stem Cells (ESCs) depending of the locus size (based on the Hi-C data published in [9]). **(b)** Genome positions of the lineage-specific co-regulated gene loci in mouse genome and the position of the TAD borders occupied by these loci in the ESCs (mouse genome assembly mmu9), based on the Hi-C data published in [9]).

To correlate the genomic location of such loci to the distinct TADs genome-wide, we used the TAD maps generated using Hi-C technology for mouse embryonic stem cells [9]. Interestingly, this analysis revealed that among 24 lineage-specific loci occupying between 0.5–1.6 Mbs in the genome, 21 loci were localized within single TADs on the corresponding chromosomes, while only 3 loci were spread between two neighbouring TADs (**Fig 1A and 1B**). Epithelial-specific gene loci, such as Keratin type I and type II [KtyI/II] loci, Keratin-associated protein [KAP] locus having size between 0.75–1 Mbs, were localized within individual TADs on mouse chromosomes 11, 15 and 16, respectively (**Fig 1B**).

However, 100% lineage-specific loci of larger size (>1.6 Mb) including Epidermal Differentiation Complex [EDC] locus [34] were occupying several (from two to four) TADs on the corresponding chromosomes (**Fig 1A and 1B**). Because TADs were defined as genomic regions with a higher frequency of spatial contacts within the domains compared to inter-domain interactions [9, 10, 12], these data raised the questions whether large multi-TAD lineage-specific gene loci display any unique features in the chromatin interaction patterns between functionally related genes localized in different TADs and how such interactions are regulated.

### EDC locus in keratinocytes is organized into four Topologically Associating Domains with distinct compartmentalization patterns based on their gene-rich or gene-poor status

To address this question, we focused on the EDC locus occupying ~3.1 Mb in one of the most gene-dense regions of mouse chromosome 3 [29]. Its central domain consists of the co-regulated genes involved in the control of terminal keratinocyte differentiation and epidermal barrier acquisition, including *Loricrin (Lor)*, the *Small proline-rich (Sprr)* gene family, *Involucrin (Ivl)*, *Late cornified envelope (Lce)* gene family and *Fillagrin*-like (*Flg*-like) gene family [33, 36, 38] **(Fig 2A)**. The *S100* family genes flank the 5’- and 3’-ends of the EDC [38] **(Fig 2A).** In addition to the gene-rich domains, the EDC locus in mice contains a gene-poor region (“desert”) separating the part of *S100* family genes at 5’ of the EDC and the *Lor* gene at central EDC domain, while another gene-poor domain separates the 3’-flank of the EDC from the neighbouring gene-rich domain on chromosome 3 **(Fig 2A, S1 Table)**.

**Fig 2:**
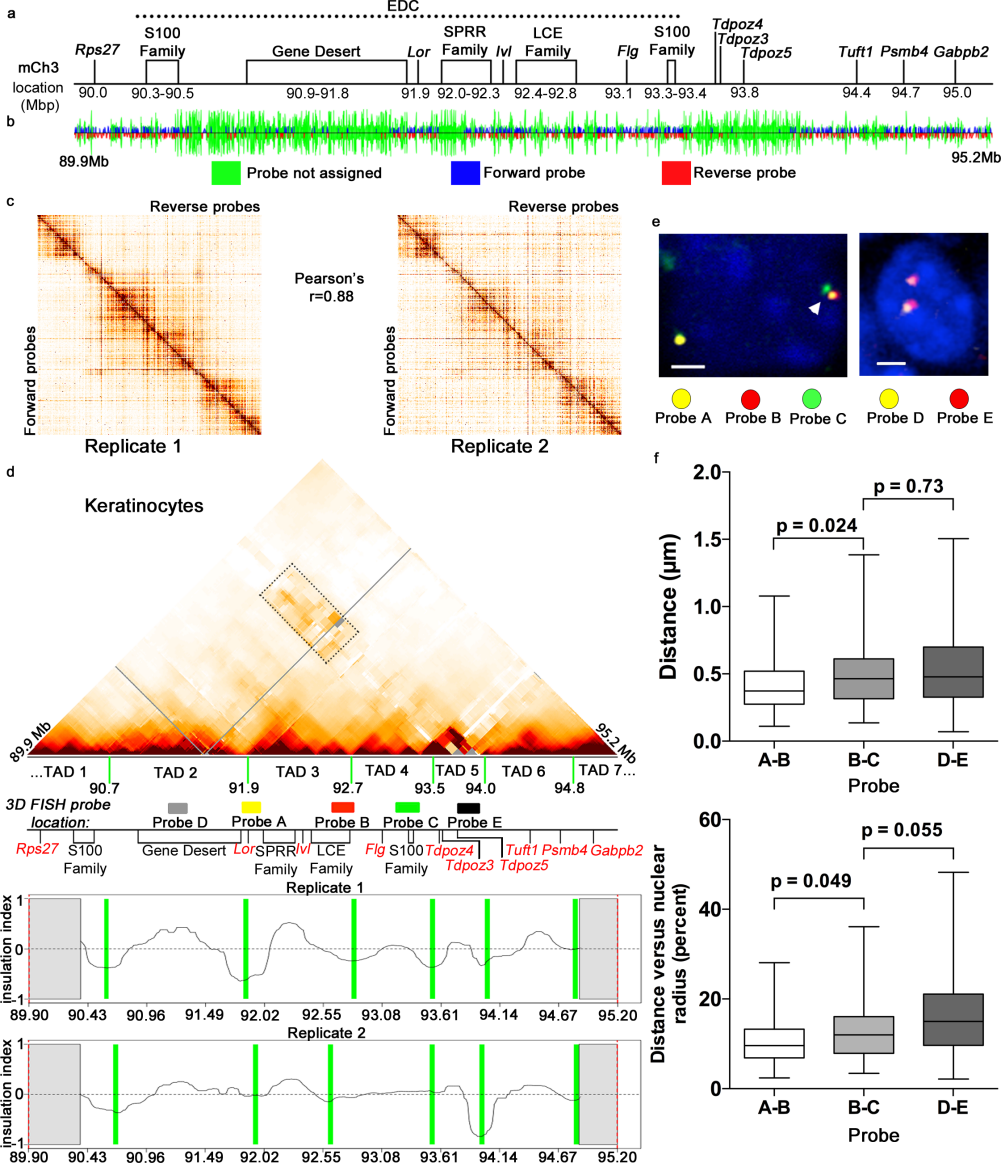
Gene-rich and gene-poor regions are organized into distinct TADs at the EDC locus in keratinocytes. **(a)** Schematic structure of the 5.3 Mb genomic region containing the EDC locus on mouse chromosome 3 analysed using 5C technology in this manuscript (mm9/chr.3:89,900,000–95,200,000). **(b)** Alternating 5C probe design for the unique HindIII sites in the interrogated genomic regions. The position of the restriction sites interrogated by the forward primers are shown in blue, interrogated by the reverse primers are shown in red and the site for which the primers could not be designed are shown in green. **(c)** Heatmaps representing raw 5C data for both KC replicates. Reverse probes are plotted as columns and the forward probes as rows. Pearson’s correlation coefficient is also shown. **(d)** Heatmap representing the 5C data after the normalization and binning (bin size 150 kb, step size 15kb) in KCs. The position of TAD border midpoints (average for the midpoints calculated based on the insulation index analysis in two replicates independently) are identified by green lines under the heatmaps. Note the high frequency of the spatial contacts between the gene-poor TADs 2 and 5 (indicated by dashed rectangle on the heat map). The position of the regions covered by the BAC fish probes used in these studies, schematic map of the studied locus and insulation indexes profiles for two 5C library replicates are also shown. **(e)** Multi-colour 3D FISH analysis with BAC probes A (located at the 5’ border of TAD3, B (located at the 3’ border of TAD4) and C (located within TAD4) (left)**,** or with BAC probe D (located within gene-poor TAD2) and E (located within gene-poor TAD5) (right) in basal epidermal keratinocytes. Representative single optical sections are shown. Scale bars are 2μm. **(f)** Box plots showing median, 25% quartile, 75% quartile with whiskers indicating maximum and minimum for spatial distances between the centres of the regions covered by probes A and B, probes B and C, as well as probes D and E before (in μm) and after normalization to the average nuclear radius (in % of average nuclear radius) in basal epidermal keratinocytes *in situ*. The distances between the centres of the regions covered by the probes A and B (located within TAD3) are significantly shorter than the distances between loci covered by the probes B and C (located within TAD4). The indicated p-values for pair-wise comparison are calculated using Mann-Whitney U-test, n = 60 alleles for each interrogated locus. The distances between the centres of the regions covered by the probes D and E (located in the gene poor TADs 2 and 5 respectively) are similar to the much closer regions covered by the probes B and C (located in the adjacent gene-rich TAD3 and TAD4).

To study the potential connection between gene activity and spatial chromatin folding in the EDC locus at higher resolution, we correlated gene expression determined by microarray profiling with data obtained with Chromosome Conformation Capture Carbon Copy (5C) technology in freshly plated neonatal epidermal keratinocytes. Consistently with the data demonstrating specific roles for many genes that constitute the central EDC domain in the control of epidermal barrier formation [39–42], microarray showed that in epidermal keratinocytes most of these genes were expressed at much higher levels compared to thymocytes, used as the control in which those genes were inactive **(S1A Fig, S1 Table)**.

5C is well-suited for analyses of the spatial genome folding, as it allows the simultaneous detection of the spatial chromatin looping contacts and identification of TADs [17, 43]. For the 5C analysis, 381 forward and 382 reverse 5C probes were designed in an alternating scheme using the tools from my5C software suite [44] to interrogate HindIII sites with the unique anchoring regions at the EDC and its flanking regions (mm9, chromosome 3: 89.9–95.2 Mbp) **(Fig 2B, S2 Table).** The designed probe pool interrogated 145,542 potential pair-wise spatial chromatin contacts within this 5.3 Mbp genomic region. Two biological 5C library replicates were generated and analyzed for each cell type.

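In the 5C method, probes that anneal to the ends of digested and religated chromatin are joined where 2 fragments were ligated to each other, so the number of joined probe pairs measures how often these fragments met. The 4 libraries, 2 of epidermal keratinocytes and 2 of thymocytes, were each made from the same number of cells, fixed in 1% formaldehyde for 10 minutes. The keratinocytes had been kept at 32 °C for 15 hours after plating. The authors aligned the reads to the probe sequences, removed poorly performing probes and single very strong contacts, and corrected every probe for its coverage. For each listed contact between a forward and a reverse fragment they deposited the corrected 5C frequency, the frequency expected at that genomic distance with its standard deviation, the Z score, the p-value and the q-value, separately for each library. The raw 5C counts cannot be recovered from these values, so the depth behind each contact is unknown and no counting error is given. Keratinocyte library 1 listed 95692 contacts, or 81.6% of the pairs between its 344 forward and 341 reverse fragments. Keratinocyte library 2 listed 67210 contacts (57.0% of its pairs). Thymocyte library 1 listed 45861 contacts (38.1%) and thymocyte library 2 listed 53420 (46.6%). No contact was listed with a frequency of 0. The legend of S2 Fig states that single interactions were removed at the singleton step and at the coverage correction, and the paper's text gives no rule for the latter. Both keratinocyte libraries listed 57186 contacts, both thymocyte libraries listed 31105, and all 4 libraries listed 23395. The fragments lie on chromosome 3 of the mm9 assembly, where 711 of the 712 fragments start at a HindIII site of the reference sequence. Contacts share fragments and are not independent replicates, so the tests across contacts describe these libraries, and differences between cell types rest on 2 libraries against 2.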

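In the corrected 5C data, the frequency of the contacts fell with genomic distance in every library over the first 2000 kb. The median corrected 5C frequency of contacts less than 10 kb apart was 4359 and 3203 in keratinocyte libraries 1 and 2, and 9815 and 16736 in thymocyte libraries 1 and 2. Between 500 and 1000 kb it was 159 and 92.7 in the keratinocyte libraries, and 70.6 and 69.8 in the thymocyte libraries. Between 3000 and 5300 kb the median rose again in all 4 libraries, from 50.6 to 55.8 in keratinocyte library 1 and from 21.3 to 73.0 in thymocyte library 2, relative to the contacts 2000 to 3000 kb apart. The frequency that the authors expected under 10 kb was 40.3 and 68.9 times that at 1 Mb in keratinocyte libraries 1 and 2, and 311 and 580 times in thymocyte libraries 1 and 2.

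**Figure D1:**
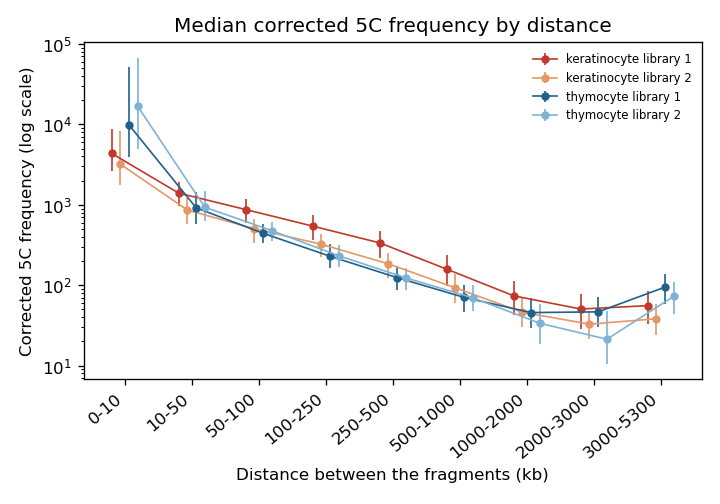
Median corrected 5C frequency (log axis) of the contacts listed in each library, by the distance between the fragments in kb. Points are medians and bars run from the lower to the upper quartile. Both thymocyte libraries lie above the keratinocyte libraries under 10 kb.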

Consistently with previous studies using 5C and Hi-C technologies [9–11, 45], the raw 5C data for both replicates (shown as heatmaps with all reverse probes plotted as columns and forward probes as rows (**Fig 2C, S1B Fig**), clearly demonstrated that neighbouring chromatin regions interact to each other frequently, creating a black “diagonal” in the middle part of the heatmaps. 

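On the corrected 5C frequencies, Pearson's r across the 57186 contacts of keratinocyte libraries 1 and 2 was 0.790 (95% interval 0.762 to 0.822 from 200 bootstraps of the forward fragments). The same r across the contacts of both thymocyte libraries was 0.947 (0.929 to 0.969). These correlations are across contacts within a pair of libraries. The steep fall of the frequency with distance carries much of them: for the Z scores, from which the expected frequency has been subtracted, r was 0.263 in keratinocytes and 0.243 in thymocytes. Over contacts at least 500 kb apart, r of the corrected frequency was 0.452 in keratinocytes and 0.346 in thymocytes.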

Raw 5C data showed high similarity between the biological replicates for both cell lineages **(Fig 2C, S1B Fig)**, and the raw 5C counts highly correlated between the replicates (for keratinocyte libraries—Pearson correlation coefficient 0.88; for thymocyte libraries—Pearson correlation coefficient 0.94), indicating a high quality of our 5C data (**Fig 2C, S1B Fig**). However, the correlations between the keratinocyte and thymocyte libraries were much lower (Pearson correlation coefficient 0.61), indicating lineage-specific differences in folding of the locus between both cell types.

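Over the contacts listed in all 4 libraries, Pearson's r of the corrected 5C frequency averaged 0.809 ± 0.0557 (SD over the 4 pairs of a keratinocyte and a thymocyte library). The pairs ranged from 0.756 for keratinocyte library 1 with thymocyte library 2 to 0.868 for keratinocyte library 2 with thymocyte library 1. Over the same contacts r was 0.799 between the keratinocyte libraries and 0.963 between the thymocyte libraries, so the mean between cell types was below the thymocyte replicates and not below the keratinocyte replicates. For the Z scores, r between cell types averaged 0.194 ± 0.1302 (SD over the 4 pairs). The replicate pairs gave 0.278 in keratinocytes and 0.249 in thymocytes over these contacts, and their distance from that mean was smaller than this SD.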

Correction of the 5C data for non-biological biases associated with this technology was performed as described previously [17, 43] (see Materials and Methods for details) **(S2–S5 Figs)**. The corrected data were binned (bin size 150kb with the step size of 15kb) to account for the differences in the 5C probe coverage in the different parts of the 5.3 Mbp genomic region **(Fig 2D, S2E Fig, S3E Fig, S4E Fig, S5E Fig and S6A Fig).** The heatmaps representing 5C data clearly showed several consecutive chromatin regions with high spatial self-associations (visible as darker “triangles” above a black “diagonal”) corresponding to the distinct TADs in keratinocytes and thymocytes **(Fig 2D, S6A Fig)** [9, 10, 17]. To define the positions of the TAD boundaries, we performed the insulation index analysis on each replicate data set separately, as described elsewhere [17, 46] (see Materials and Methods for details) **(Fig 2D, S6A Fig, S3 Table).** This analysis identified the boundaries separating TADs in the 5.3 Mbp region in keratinocytes and thymocytes **(Fig 2D, S3 Table).** The accuracy of the TAD boundary calculations performed by comparing the determined boundary midpoint positions between the replicates **(S3 Table)** indicated that TAD boundary positions were determined with the accuracy of about +/- 100 kb.

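The insulation score was recomputed from the corrected 5C frequencies of each library with the settings of the Materials and Methods: 150 kb bins in 15 kb steps, summed over 500 kb to either side, divided by the mean of the library, and searched for the lowest bin of each 435 kb window. Each bin held the mean frequency of its listed contacts. In keratinocyte library 1 this gave 5 minima, and 3 of the 6 keratinocyte borders of S3 Table lay within 100 kb of one of them. Keratinocyte library 2 gave 6 minima, within 100 kb of 4 of the 6 borders. The nearest minima to the border between TAD1 and TAD2 were 0 and 90 kb away in libraries 1 and 2. For the border between TAD2 and TAD3 the distance was 30 kb in both libraries, and for the border between TAD3 and TAD4 it was 150 and 135 kb. The borders used are averages of the authors' 2 replicates, which put the latter border 210 kb apart, at 92.825 and 92.615 Mb. A library that met its own replicate border there exactly would still lie more than 100 kb from the average. The minima here were at 92.87 and 92.855 Mb in libraries 1 and 2. The border between TAD5 and TAD6 had minima 157.5 and 37.5 kb away. No minimum was found within 500 kb of the border between TAD6 and TAD7, which lies near the end of the locus. On maps simulated with 6 borders at the listed contacts of either keratinocyte library, the same score recovered 5 and missed this border as well. Over all 4 libraries 12 of 22 borders were met within 100 kb, where 5.35 would be met by position alone, given the share of the locus that lay within 100 kb of a minimum (19.0% to 30.3% by library). With bins that held the sum of the frequencies, 6 of the 22 borders were met.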

5C data revealed that 5.3 Mbp chromatin domain containing EDC locus on mouse chromosome 3 is organized into seven distinct TADs **(Fig 2D, S3 Table).** We calculated density of the protein-coding genes in these TADs and correlated the results to the average gene density in the mouse genome (75 kb per gene). Based on these analyses, we defined the gene-rich (21–36 Kb per gene) and gene-poor (166–400 Kb per gene) TADs in the EDC locus (**S1 and S3 Tables**). 5’-flanking region of the EDC locus containing the *S100* family genes constituted the part of the gene-rich TAD1, which also harbours neighbouring non-EDC genes including the house-keeping *Rps27* gene. Gene-poor domain of the EDC separating S100 family genes from its central domain constituted the TAD2. In turn, the central EDC domain and its 3’ flank region were organized into two distinct TADs: *Lor* gene was located at the boundary between TAD2 and TAD3, which also contained the *Ivl* gene, *Sprr* gene family and the major part of the *Lce* gene family, while TAD4 encompassing the remaining part of the *Lce* gene family, *Flg*-like gene family, 3’-flanking part of *S100* gene family, and the part of *Tdpoz* gene family. The chromatin domain located further outside of the 3’-end of the EDC locus was organized into gene-poor TAD5 containing the remaining part of the *Tdpoz* gene family, as well as into gene-rich TAD6 and part of the TAD7, respectively **(Fig 2D, S3 Table)**.

These data were quite consistent with the Hi-C data obtained from mouse embryonic stem cells [9] (**Fig 1B, S1 Table**), as well as with 5C data obtained from thymocytes. In thymocytes, the border between TAD T1 and TAD T2 (90.8 Mb), as well as between TAD T2 and TAD T3 (92.1 Mb) were only slightly shifted compared to keratinocytes (90.7 Mb and 90.9 Mb, respectively) **(S6A and S3 Tables)**. 

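In thymocyte library 1 the recomputed insulation score had 8 minima, and 3 of the 5 thymocyte borders of S3 Table lay within 100 kb of one of them. Thymocyte library 2 had 7 minima, within 100 kb of 2 of the 5 borders. The border between TAD T1 and TAD T2 was 45 kb from the nearest minimum in library 1 and 195 kb in library 2. The border between TAD T2 and TAD T3 was 7.5 kb from a minimum in both libraries, with minima at 92.09 and 92.075 Mb. For the border between TAD3 and TAD4 the distances were 15 kb and 30 kb. The border between TAD4/5 and TAD6 lay 120 kb from a minimum at 93.77 Mb in both libraries. This border is an average of the authors' replicates 1 and 2, at 93.98 and 93.8 Mb, which lie 180 kb apart. As in keratinocytes, neither library had a minimum within 500 kb of the border between TAD6 and TAD7.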

Similar to keratinocytes, the central EDC domain in thymocytes was organized into TAD3 (92.1–92.7 Mb) and TAD4 (92.7–93.9 Mb) (**S6A Fig, S3 Table**). However, TAD T4 and TAD5 in thymocytes did not show clear separation and the border between them was rather softened (**Fig 2D, S6A Fig, S3 Table**). 

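At the border between TAD4 and TAD5 of keratinocytes (93.53 Mb in S3 Table), the nearest minimum of the recomputed insulation score lay at 93.485 Mb in both keratinocyte libraries, with scores of 0.847 and 0.982 relative to the mean of the library. Both thymocyte libraries had their nearest minimum 30 kb from the border, with scores of 0.602 and 0.589. A lower score means a lower summed frequency across the position, and bins without listed contacts lower the sum as well. No fragment lies between 93467819 and 93574073, around this border, so a low minimum there need not mean fewer contacts. At the border position itself the score was 1.19 and 1.25 in keratinocyte libraries 1 and 2, and 1.43 and 1.23 in thymocyte libraries 1 and 2, above the mean of the library in all 4.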

The borders between the TAD 4/5 and TAD 6 (93.9 Mb), as well as between TAD6 and TAD7 (94.8 Mb) in thymocytes were quite similar compared to the corresponding borders in keratinocytes **(Fig 2D, S6A Fig, S3 Table)**.

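Across the borders that both cell types share, the log2 insulation score at the border relative to the mean of the library averaged -0.28 and -0.19 in keratinocyte libraries 1 and 2, and -0.35 and -0.37 in thymocyte libraries 1 and 2, where a more negative value is a deeper border. The means were -0.24 ± 0.06 (SD, n = 2) in keratinocytes and -0.36 ± 0.02 (SD, n = 2) in thymocytes. Their difference of 0.12 was larger than either SD, and the two-sided exact permutation p was 0.333, the smallest that 2 libraries against 2 allow. With bins that held the median frequency, the difference was -0.092 and so had the other sign. The borders differed in direction. With each cell type at its own border position, the log2 score, keratinocytes minus thymocytes, was -0.31 at the border between TAD1 and TAD2, whose positions lie 135 kb apart, 0.39 between TAD2 and TAD3, 0.04 between TAD3 and TAD4, 0.50 at the border of TAD6 with TAD5 (TAD4/5 in thymocytes), and -0.0080 between TAD6 and TAD7 (two-sided exact permutation p = 0.667), a border that the score missed on simulated maps. These values were examined one by one after the mean was seen. With all libraries at the keratinocyte position, also chosen after seeing the data, the differences were -0.058 between TAD1 and TAD2, where the libraries of the cell types overlapped, -0.26 between TAD2 and TAD3, 0.24 between TAD3 and TAD4 and 0.38 between TAD5 and TAD6. At the thymocyte position they were -0.094, 0.80, 0.053 and 0.75. At the minimum nearest to the border between TAD1 and TAD2, the score was 0.772 and 0.861 in keratinocyte libraries 1 and 2 and 0.670 and 0.587 in thymocyte libraries 1 and 2, deeper in thymocytes. The log2 mean corrected 5C frequency of the 16018 contacts between TADs listed in all 4 libraries was 6.80 ± 0.54 (SD, n = 2) in keratinocytes and 6.36 ± 0.15 (SD, n = 2) in thymocytes. This difference of 0.44 was smaller than the SD of the keratinocyte libraries (two-sided exact permutation p = 0.667). For the 7377 contacts within TADs the means were 9.87 ± 0.44 (SD, n = 2) and 11.17 ± 0.26 (SD, n = 2), so that the difference, keratinocytes minus thymocytes, was -1.30 and larger than either SD (two-sided exact permutation p = 0.333). Divided by distance, which was chosen after seeing the data, the 386 of these contacts under 10 kb differed by -2.37, lower in both keratinocyte libraries (two-sided exact permutation p = 0.333), and the 925 from 10 to 50 kb by 0.15, within the SD of the keratinocyte libraries (two-sided exact permutation p = 1). The 6066 contacts within TADs from 50 kb on differed by 0.83, higher in both keratinocyte libraries (8.88 ± 0.59, SD, n = 2) than in both thymocyte libraries (8.04 ± 0.03, SD, n = 2), again with a two-sided exact permutation p of 0.333. Contacts were assigned to the TADs of keratinocytes in both cell types. The authors did not scale the libraries to a common total. Scaled to the same total over the contacts of all 4 libraries, the difference between TADs was 1.51, higher in both keratinocyte libraries (two-sided exact permutation p = 0.333). The totals include the contacts within TADs under 10 kb. Their mean frequency was 8143 and 6222 in keratinocyte libraries 1 and 2, and 31639 and 42615 in thymocyte libraries 1 and 2. Scaling thus lowers the thymocyte values between TADs more.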

Importantly, the TAD borders were weaker in thymocytes versus keratinocytes, while the frequency of the spatial inter-chromatin contacts both within and between different TADs in keratinocytes was substantially higher in comparison to thymocytes **(Fig 2D, S6A Fig).** Interestingly, we observed high frequency of the spatial chromatin contacts between the gene-poor TAD2 and TAD5, flanking the gene-rich TAD3 and TAD4 in keratinocytes, while such interactions were not seen in thymocytes **(Fig 2D, S6A Fig)**. Such high frequency of contacts was not observed on the heat map between TAD1 and TAD3, separated by the gene-poor TAD2 in keratinocytes **(Fig 2D)**. These data suggested that the gene-poor TADs at the 5.3 Mbp chromatin domain on mouse chromosome 3 appears to be segregated into transcriptionally-inactive compartment spatially separated from the transcriptionally active gene-rich TADs in keratinocytes, which is quite consistent with the model proposing the existence of the compartments A and B topologically separated in the nucleus based on the differences in their transcription activity [9, 45]. 

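TAD2 and TAD5 were joined by 102 contacts listed in all 4 libraries. Their mean Z score was 3.54 and 2.01 in keratinocyte libraries 1 and 2, and 0.966 and 1.43 in thymocyte libraries 1 and 2. The means were 2.78 ± 1.08 (SD, n = 2) in keratinocytes and 1.20 ± 0.327 (SD, n = 2) in thymocytes. The difference of 1.58 was larger than either SD, with a two-sided exact permutation p of 0.333, which 2 libraries against 2 cannot lower. Among the 21 pairs of different TADs, TAD2 with TAD5 had the highest mean Z score in keratinocytes and in thymocytes. In keratinocytes 48 of the 240 contacts listed in both libraries had a q-value under 0.05 in both, or 20.0% (95% Wilson interval 15.4 to 25.5%), against 1.66% of the other contacts between TADs (odds ratio 14.8, two-sided Fisher's exact test, p = 5.73e-36). These fragments were 1.682 to 3.323 Mb apart. Against the other contacts between TADs that were 1.5 to 3.5 Mb apart, of which 1.88% were called, the odds ratio was 13.0 (two-sided Fisher's exact test, p = 3.73e-33). In thymocytes 4 of 120 listed contacts were called in both libraries, or 3.33% (1.30 to 8.26%), at rank 13 of the 21 pairs by called share. The mean Z score between TAD1 and TAD3 was 0.205 and 0.662 in the keratinocyte libraries, which placed this pair at rank 11 of 21, and 0.902 and 1.15 in the thymocyte libraries. In keratinocytes 56 of its 3541 contacts (1.58%) were called in both libraries.

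**Figure D2:**
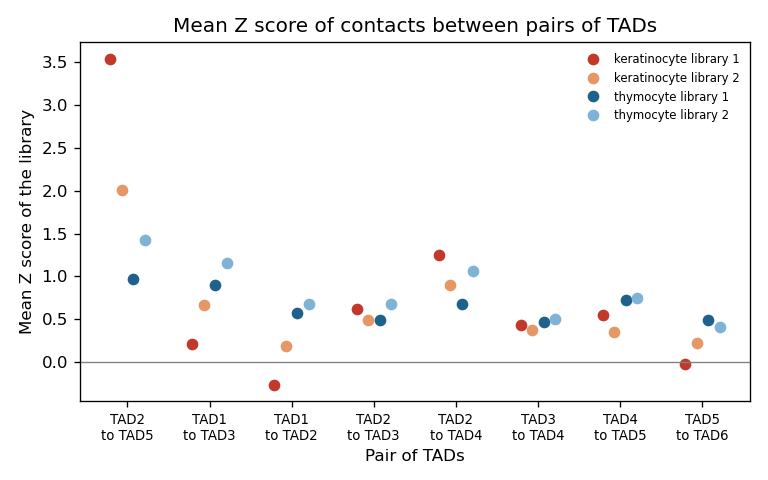
Mean Z score of the contacts between pairs of TADs, one point per library, over contacts listed in all 4 libraries. For TAD2 with TAD5 both keratinocyte libraries (3.54 and 2.01) lie above both thymocyte libraries (0.966 and 1.43), and for TAD1 with TAD3 both lie below them.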

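The contacts listed in all 4 libraries were also grouped by the gene density of their TADs, with TAD2 and TAD5 as the gene-poor TADs. For the 4204 contacts between a gene-rich and a gene-poor TAD, the mean Z score was 0.603 ± 0.0382 (SD, n = 2) in keratinocytes and 0.680 ± 0.145 (SD, n = 2) in thymocytes, a difference within the SD of the thymocyte libraries (two-sided exact permutation p = 0.667). For the 11712 contacts between gene-rich TADs it was 0.448 ± 0.112 (SD, n = 2) in keratinocytes and 0.641 ± 0.0625 (SD, n = 2) in thymocytes, and this difference was larger than either SD (two-sided exact permutation p = 0.333). The 487 contacts within the gene-poor TADs averaged 0.463 ± 0.0539 (SD, n = 2) and 0.325 ± 0.192 (SD, n = 2), a difference within the thymocyte SD. The 6890 contacts within gene-rich TADs averaged 0.650 ± 0.00231 (SD, n = 2) and 0.685 ± 0.0249 (SD, n = 2), a difference larger than either SD (two-sided exact permutation p = 0.333).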

Importantly, such separation was not observed for the transcriptionally inactive gene-rich and gene-poor TADs in thymocytes **(S6A Fig)**, presumably incorporated into compartment B in these cells.

### 3D-FISH analysis confirms the lineage-specific topological organization of the EDC locus and spatial segregation of the gene-rich and gene-poor TADs in keratinocytes

To validate the 5C data, we performed 3D-FISH analysis of the distances between loci located in the distinct EDC domains in the freshly plated primary epidermal keratinocytes and thymocytes, as well as in cryo-sections of P0.5 mouse skin *in situ*. First, we checked if the central part of the EDC is indeed organized into two adjacent gene-rich TAD3 and TAD4 in both cell types **(Fig 2D, S6A Fig)**. For the 3D FISH analysis, we have chosen the BAC probes depicting the regions within the TAD3 near its 5’ and 3’ borders (probes A and B, respectively), or located within the adjacent TAD4 (probe C) (**S4 Table, Fig 2D–2F, S6B Fig**). We expected that the spatial distances between the regions located within the same TAD should be shorter in comparison to the distances between the regions located in the different TADs, when the similar linear genomic distances separate such regions [9, 10].

Indeed, 3D-FISH analyses demonstrated that despite the fact that the genomic distances between the centers of the regions covered by the probes A and B located within the same TAD3 were slightly longer (716,849 bp) compared to the distances between the regions covered by the probes B and C (638,779 bp) located in the TAD3 and TAD4, respectively (**S4 Table**), spatial distances between the centers of the 3D FISH signals generated by the probes A and B were significantly shorter compared to the distances between the probes B and C in all cell populations **(Fig 2D–2F, S6A Fig, S5 Table)**. Thus, this analysis confirmed the folding of the EDC central domain into two separate TADs both in keratinocytes and thymocytes.

Importantly, 3D-FISH data also showed that the spatial distances between the 3D-signals were rather similar in basal epidermal keratinocytes *in situ* and in the freshly isolated epidermal keratinocytes **(Fig 2F, S6B Fig, S5 Table)**, thus confirming that the cell isolation procedure for 5C does not significantly alter the spatial organization of the EDC locus. However, 3D FISH analysis also revealed that the distances between the probes A—B and B—C were significantly larger in thymocytes compared to keratinocytes (p<0.0001, Mann-Whitney U-test) (**S6B Fig, S5 Table**), demonstrating that chromatin in the transcriptionally inactive domains of the EDC locus in thymocytes is less condensed and likely to be more randomly folded compared to the active locus in keratinocytes.

Next, we checked whether gene-poor TAD2 and TAD5 are indeed located closely to each other in keratinocytes, as this has been suggested by the 5C data (**Fig 2D**). We performed the 3D-FISH analysis of the basal epidermal KCs *in situ* using the probes covering the centre of the TAD2 (probe D) and TAD5 (probe E) **(Fig 2D, S4 Table)**. TAD2 and TAD5 are separated from each other in the genome by the gene-rich TAD3 and TAD4 (**Fig 2D**). 3D-FISH data showed that despite the genomic distances between the regions covered by the probes D and E were much longer (2,610,522 bp) compared to the distances between the probes B and C that depict TAD3 and TAD4 (638,779 bp), the spatial distances between the probes D and E, as well as between the probes B and C, were quite similar **(Fig 2F, S5 Table)**. These data demonstrated close association of the gene-poor TAD2 and TAD5 in keratinocytes, thus demonstrating the consistence with the 5C results.

Thus, 3D-FISH analyses confirmed the organization of the central and 3’-flanking regions of the EDC into two separate gene-rich TADs in both cell lineages, as well as the compartmentalization of the gene-poor TAD2 and TAD5 in keratinocytes. Furthermore, this analysis also confirmed the less condensed and potentially more randomly spatially organized the transcriptionally inactive locus in thymocytes in comparison to the active locus in keratinocytes. The concordance between the 5C and 3D-FISH data, as well as between 3D-FISH data obtained from isolated keratinocytes and basal epidermal keratinocytes *in situ* suggested that the gene-rich and gene-poor TADs in the EDC locus and its neighbouring regions indeed form a unique and relatively stable spatial composition that might serve as a platform for the control of lineage-specific transcription.

### 5C chromatin contact network at the EDC locus in keratinocytes includes distinct patterns of interactions between different gene-rich and gene-poor TADs

To further characterise the spatial chromatin interaction network at the EDC locus and distinguish “true” chromatin interactions in the EDC locus from the random background interactions, we used an approach described previously [17, 43], which is based on the establishment of the background baseline defining the expected frequency of the random chromatin contacts normalized to the genomic distances separating the interacting fragments. This approach allowed identifying interactions reproducible in both 5C replicates with significantly higher interaction frequency compared to the background: 1139 “true” interactions in keratinocytes and 1033 interactions in thymocytes; q-value<0.05; (**Fig 3A, S6 Table, S6C Fig, S7 Table).** The reproducibility of the called 5C interactions between both replicates was similar to the previously published 5C datasets [11, 17, 43]. 

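Interactions were called from the q-values that the authors had computed for each library, at a q-value under 0.05. Keratinocyte libraries 1 and 2 had 5729 and 7637 called contacts, and thymocyte libraries 1 and 2 had 5385 and 7743. In keratinocytes 1140 interactions were called in both libraries, which is 1.99% of the contacts that both listed. Of these listed contacts 3627 were called in library 1 and 6505 in library 2, so 413 would be called in both by chance (odds ratio 4.12, two-sided Fisher's exact test, p = 1.48e-250). The interactions called in both libraries were 31.4% of those called in library 1 and 17.5% of those called in library 2. All but 1 of them are in S6 Table. That contact joins the fragments at 92901145 to 92903392 and 90636370 to 90646127 on chromosome 3, with a q-value of 0.0500 in library 1. In thymocytes 1253 interactions were called in both libraries, 4.03% of the listed contacts, where 408 would be expected by chance (odds ratio 5.97). Of these, 1033 were also listed in keratinocyte library 1 and 220 were not. With a q-value under 0.01 the number in keratinocytes was 681.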

To compare the common and cell-type specific 5C interactions between keratinocytes and thymocytes, we also identified a subset of the interactions that were interrogated in all four 5C libraries after the 5C dataset normalization. This approach revealed 338 keratinocyte-specific 5C interactions, 747 thymocyte-specific interactions, while only 136 interactions were common between both cell types **(S6D Fig, S8–S10 Tables).** Thus identification of the “true” 5C interactions in keratinocytes and thymocytes further demonstrated that spatial organization of the EDC locus is largely lineage-specific.

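Among the contacts listed in all 4 libraries, 475 were called in both keratinocyte libraries and 883 in both thymocyte libraries. The rule of the paper divided them into 339 keratinocyte-specific, 747 thymocyte-specific and 136 common interactions, where 17.9 common interactions would be expected by chance (odds ratio 11.9, two-sided Fisher's exact test, p = 1.54e-81). A specific interaction may still be called in 1 library of the other cell type. This was so for 144 of the keratinocyte-specific and 332 of the thymocyte-specific interactions. Of the thymocyte-specific interactions, 276 (36.9%) were called in keratinocyte library 2 and 56 (7.50%) in keratinocyte library 1. The median difference in Z score, keratinocytes minus thymocytes, was 3.89 for the keratinocyte-specific, -4.53 for the thymocyte-specific and -0.833 for the common interactions. The difference itself was tested with limma on the Z scores of all 23395 contacts. After Benjamini-Hochberg adjustment 0 contacts had a p-value under 0.05, and the smallest adjusted p from limma was 0.767. At an unadjusted p under 0.05 there were 1195 contacts, where 1169.8 would be expected by chance, 694 of them higher in keratinocytes. On simulated data with 200 shifted contacts, the same test recovered 0 at a shift of 8 in Z score and 76 (38.0%) at a shift of 16, so a difference of 8 in Z score would not be called with 2 libraries against 2. The paper does not state that libraries of the same number were paired. The correlation of the deviations from the cell type mean, -0.0937 for the same number, takes the opposite sign for different numbers by construction with 2 libraries per cell type, so it cannot show whether they were paired. With the replicate number as a block limma also gave 0 contacts. From the small number of common interactions, the paper concludes that the spatial organization of the locus is largely lineage-specific.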

**Fig 3:**
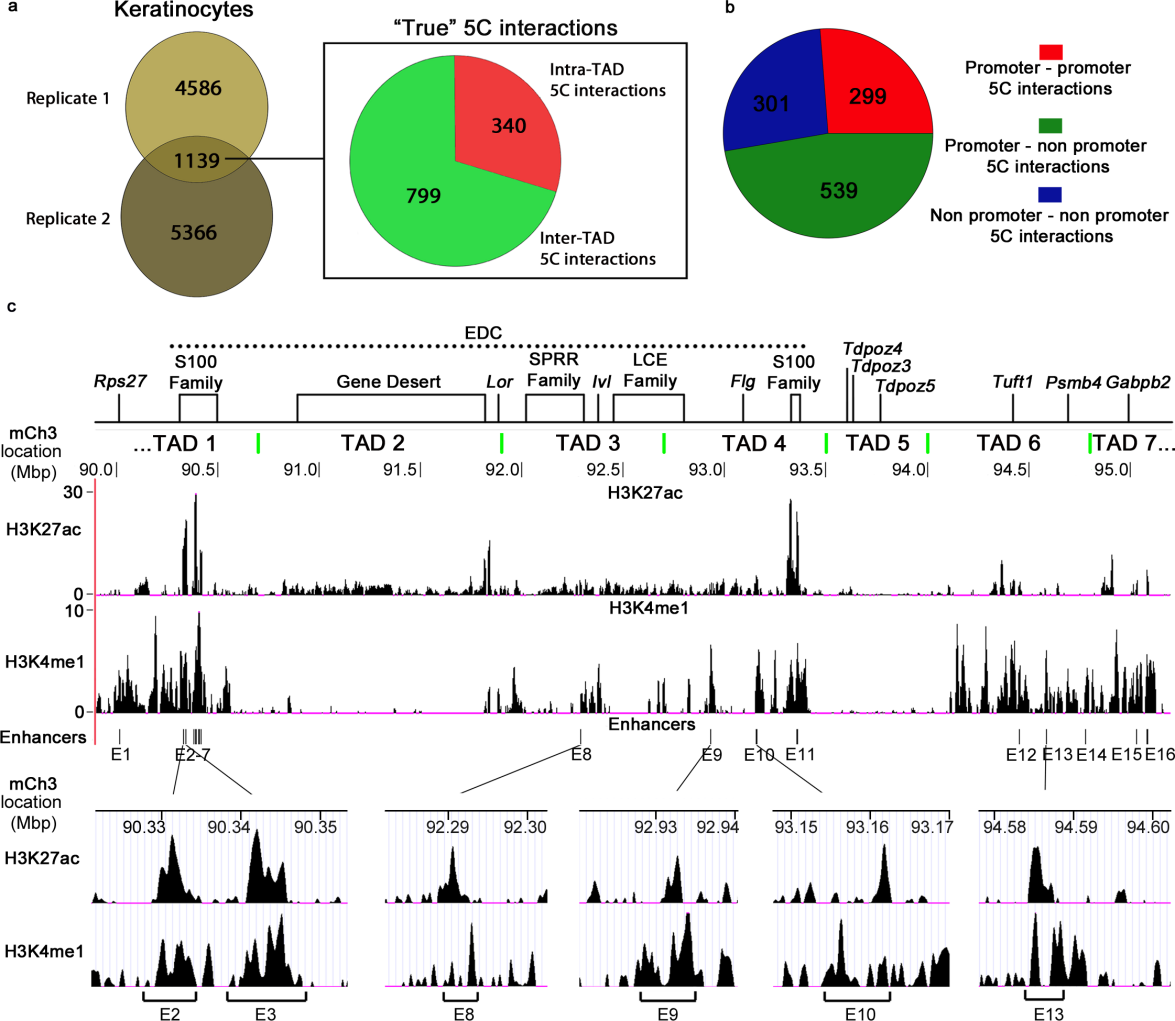
5C looping interactions at the EDC locus involve gene promoters and enhancers in keratinocytes. **(a)** Vent diagram indicating the overlap of the significant 5C interactions (q<0.05) between the 5C library replicates and pie chart showing the number of all “true” intra-TAD (red) and inter-TAD (green) 5C interactions in KCs. **(b)** Pie-chart indicating number of 5C interactions connecting two regions anchoring transcription start sites (TSSs) within 5kb (promoter-promoter interactions); one contacting region anchoring a TSS within 5kb and the other contacting region not anchoring a TSS within 5 kb (promoter-non promoter interactions); and both contacting regions not anchoring TSSs within 5kb (non-promoter–non promoter interactions). **(c)** Genome browser images of the normalized ChIP-seq signals for H3K4me1 and H3K27ac enrichment as well as the position of the putative gene enhancers at the EDC containing locus in KCs aligned to the schematic locus map. Genome browser images of the normalized ChIP-seq signals for several enhancer regions at small scale are provided as examples. See Materials and Methods section for details of ChIP-seq peak calling and pursing the putative enhancers. The TAD border midpoints are indicated by the green lines.

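Of the 1140 interactions called in both keratinocyte libraries, 799 joined different TADs and 341 lay within a TAD, with each fragment placed by its midpoint. The inter-TAD share was 70.1% (95% Wilson interval 67.4 to 72.7%). Of all 57186 contacts that both libraries listed, and that could have been called, 79.4% joined different TADs. The contacts between TADs were called less often than those within TADs, at 1.76% against 2.90% (odds ratio 0.600, two-sided Fisher's exact test of called against other contacts, p = 5.56e-14). From 500 kb on, the share was 94.9% of the called and 96.7% of the listed contacts (odds ratio 0.638, two-sided Fisher's exact test, p = 0.00791).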

To further characterize the patterns of the 5C interactions in the transcriptionally active EDC locus in keratinocytes and to check if there are differences in the frequency of the “true” 5C spatial contacts within and between different TADs, we used the 5C contact sets reproducible in both keratinocyte libraries **(S3A Fig, S6 Table).** Interestingly, we identified substantially more 5C interactions between different TADs (799 or 70.15%), than within the individual TADs (340 or 29.85%) **(Fig 3A).** Analyses of the 5C interactions between different TADs revealed that gene–rich TAD3 and TAD4 harbouring the majority of genes activated during terminal keratinocyte differentiation interact equally extensively with the gene-rich TAD1 and gene-poor TAD2 (**S6E Fig**). However, TAD1 harbouring a part of the S100 family genes showed a markedly decreased number of interactions with neighbouring gene-poor TAD2 compared to more distantly located TAD3 and TAD4 (**S6E Fig**). 

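In keratinocytes 7 of the 2395 listed contacts between TAD1 and TAD2 were called in both libraries, or 0.292% (95% Wilson interval 0.142 to 0.602%), at rank 20 of 21 pairs of TADs. TAD1 with TAD4 had 115 called of 5056 listed contacts (2.27%, 1.90 to 2.72%), above the interval of TAD1 with TAD2, as was TAD1 with TAD3. TAD3 with TAD2 had 53 of 2396 (2.21%, 1.70 to 2.88%), and TAD4 with TAD2 had 106 of 3449 (3.07%, 2.55 to 3.70%). Shares are given because the number of listed contacts differs between pairs of TADs.

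**Figure D3:**
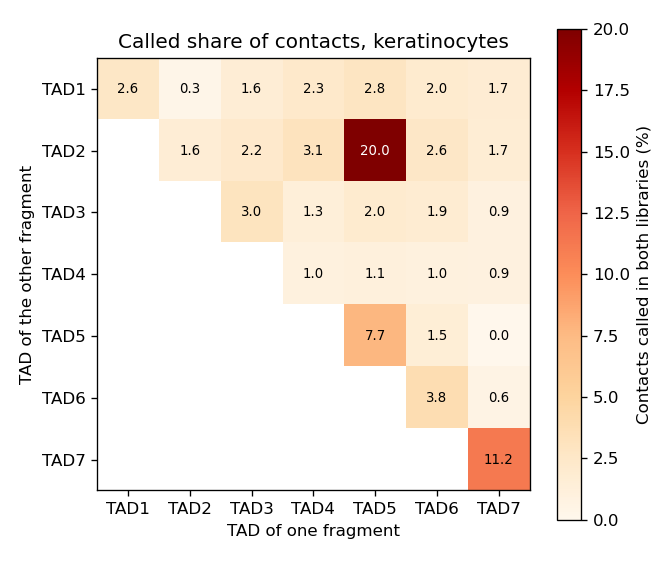
Percentage of the contacts listed in both keratinocyte libraries that were called in both, for each pair of TADs, with contacts within a TAD on the diagonal. TAD2 with TAD5 has the highest share and TAD1 with TAD2 (0.3%) is among the lowest.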

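TAD5 took part in 67 called of 1382 listed contacts with other TADs in keratinocytes. Beside those with TAD2, TAD5 had 7 called of 246 listed contacts with TAD1 (2.85%, 95% Wilson interval 1.39 to 5.76%), 5 of 250 with TAD3 (2.00%, 0.857 to 4.60%), 4 of 356 with TAD4 (1.12%, 0.438 to 2.85%) and 0 of 88 with TAD7 (0 to 4.18%). None of these intervals reached that of TAD5 with TAD2.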

Remarkably, gene-poor TAD5 showed preferential interactions with gene-poor TAD2, which, in turn, interacted quite extensively with the gene-rich TAD3 and TAD4 (**S6E Fig)**. 

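TAD6 took part in 253 called of 16127 listed contacts with other TADs in keratinocytes. The called share was 2.01% with TAD1 (83 of 4137), 2.55% with TAD2 (54 of 2116), 1.85% with TAD3 (55 of 2971) and 0.987% with TAD4 (45 of 4558). With TAD7 it was lowest, 0.607%, or 13 of 2143 (95% Wilson interval 0.355 to 1.04%). With TAD5 it was 1.49%, or 3 of 202 listed contacts (95% Wilson interval 0.506 to 4.27%). This interval includes the shares with TAD1, TAD2, TAD3, TAD4 and TAD7, so a lower share with TAD5 was not detectable at this number of listed contacts.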

Gene-rich TAD6 that does not contain keratinocyte-specific genes also interacted quite extensively with TAD1, TAD2, TAD3 and TAD4, while showed only very limited number of interactions with neighbouring gene-poor TAD5 (**S6E Fig**).

Next, we checked the frequency of the inter-TAD and intra-TAD 5C interactions at the EDC locus as a function of the genomic distances separating contacting fragments in keratinocytes. Surprisingly, we found that the frequency of all detected spatial contacts within the TADs were generally only slightly higher in comparison to the contacts between the TADs (**S6F Fig**) Such extensive chromatin interaction network between different neighbouring gene-rich TADs harbouring the lineage-specific genes, as well as lineage-specific folding of the EDC locus suggests the functional relevance of these contacts for coordination of the gene expression in keratinocytes during execution of epidermal differentiation program.

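Among the called keratinocyte interactions, the median corrected 5C frequency was 1269 (quartiles 786 and 2005) within TADs, at a median distance of 209 kb, and 186 (quartiles 149 and 258) between TADs, at a median distance of 2271 kb. At matched distance, in 7 bins of 50 kb with at least 3 interactions of each kind, 88 intra-TAD and 43 inter-TAD interactions differed by -0.0212 in log10 frequency, a ratio of 0.952 (two-sided permutation test of the kind within bins, 100000 resamples, p = 0.379). Calling required the same excess over the frequency expected at a distance of both kinds. The near-equality of the called interactions is thus partly set by their selection and cannot show that the kinds are alike. Over all contacts listed in both keratinocyte libraries, 11763 intra-TAD and 12157 inter-TAD contacts in 25 bins differed by 0.0819 in log10 frequency, a ratio of 1.21 (same permutation test, p = 1e-05, the smallest that these resamples can give).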

### Long-range chromatin contact network within and between gene-rich TADs at the EDC locus in keratinocytes involves gene promoters and enhancers

5C analysis demonstrated that majority of all 1139 “true” 5C interactions in keratinocytes (47.3%) involve the contacts between the gene promoters and non-promoter chromatin domains, while considerably lower number of interactions were involving either two promoters (26.3%) or two non-promoter chromatin domains (26.4%), respectively **(Fig 3B)**. Thus, vast majority of the 5C contacts (73.6%) involve the non-promoter elements (possibly including gene enhancers) at the EDC locus in keratinocytes.

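A fragment was counted as a promoter when S6 Table places it within 5 kb of a TSS, the distance given in the legend of Fig 3. With this distance 130 of the 1140 called interactions joined 2 promoter fragments (11.4%, 95% Wilson interval 9.69 to 13.4%). A promoter and a non-promoter fragment were joined in 482 interactions (42.3%, 39.4 to 45.2%), and 2 non-promoter fragments in 528 (46.3%, 43.4 to 49.2%). At least 1 fragment was not a promoter in 88.6% of the interactions. With a distance of 10 kb, which changed these shares most, 299 interactions (26.2%) joined 2 promoter fragments, 546 (47.9%) a promoter and a non-promoter fragment and 295 (25.9%) 2 non-promoter fragments.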

To further characterize the 5C interactions between gene promoters and enhancers, we identified putative gene enhancers in the EDC locus and its neighbouring regions by performing ChIP-seq analysis for enhancer-specific histone modifications with anti-H3K4me1 and anti-H3K27ac antibodies on the freshly isolated FACS sorted basal (Integrin 6 alpha high, Sca1 high) mouse epidermal keratinocytes. ChIP-seq analyses revealed 16 regions in the EDC locus and its neighbouring regions with the high levels of both H3K4me1 and H3K27ac modifications, serving as the signatures of active enhancers [3, 47, 48] **(Fig 3C, S11 Table).**

Interestingly, the putative active enhancers were identified exclusively in the gene-rich TADs: TAD1 (E1-E7), TAD3 (E8), TAD4 (E9-E11), TAD6 (E12-E14) and TAD7 (E15-E16) **(Fig 3C)**. Among these enhancers, two groups of closely located enhancers (within less than 10 kb distance from end to end for each enhancer: E2/E3 and E4-E7) formed two clusters (potential super-enhancers) within the TAD1, while the enhancers within other TADs were quite distantly located from each other and did not show clustering (serving probably as typical enhancers) **(Fig 3C, S11 Table)**. Moreover, lack of any enhancers was seen in the gene-poor TAD2 and TAD5.

To identify spatial interaction network between the enhancers and gene promoters, we assigned the 5C interactions involving the restriction fragments within 10 kb of each enhancer to either corresponding individual enhancers (E1, E8-E16) or to the clusters of closely located enhancers (E2/E3 and E4-E7). 

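Fragments within 10 kb of an enhancer of S11 Table, end to end, took part in 252 of the called keratinocyte interactions, or 22.1% (95% Wilson interval 19.8 to 24.6%). They took part in 13186 (23.1%) of the contacts listed in both keratinocyte libraries, so these contacts were not called more often than others (odds ratio 0.946, two-sided Fisher's exact test, p = 0.456). Fragments that overlapped an enhancer took part in 9.12% of the called interactions, and the odds ratio was 1.26 (two-sided Fisher's exact test, p = 0.0301). Counted once for each enhancer or cluster, there were 273 enhancer interactions. The opposite fragment lay within 10 kb of a TSS in 144 of them, 52.7% (46.8 to 58.6%). The opposite fragment lay in gene-poor TAD2 in 19 and in TAD5 in 3 of the 273.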

We found that 22% (252 out of 1139) of all 5C looping interactions at the EDC were anchored to the fragments bearing the gene enhancers **(S12 Table).** Then we assigned the closest gene transcription start sites (TSSs) located not further than 10 kb away from the restriction fragments anchoring the 5C interactions on the opposite side of the enhancers **(Fig 4A, S13 Table).** Our analysis revealed that about 52% (144 out of 273) of the 5C interactions involving gene enhancers were the interactions between gene enhancers and promoters, consistently with the data showing the involvement of the gene enhancers in long-range spatial contacts with the target promoters [43, 49, 50].

**Fig 4:**
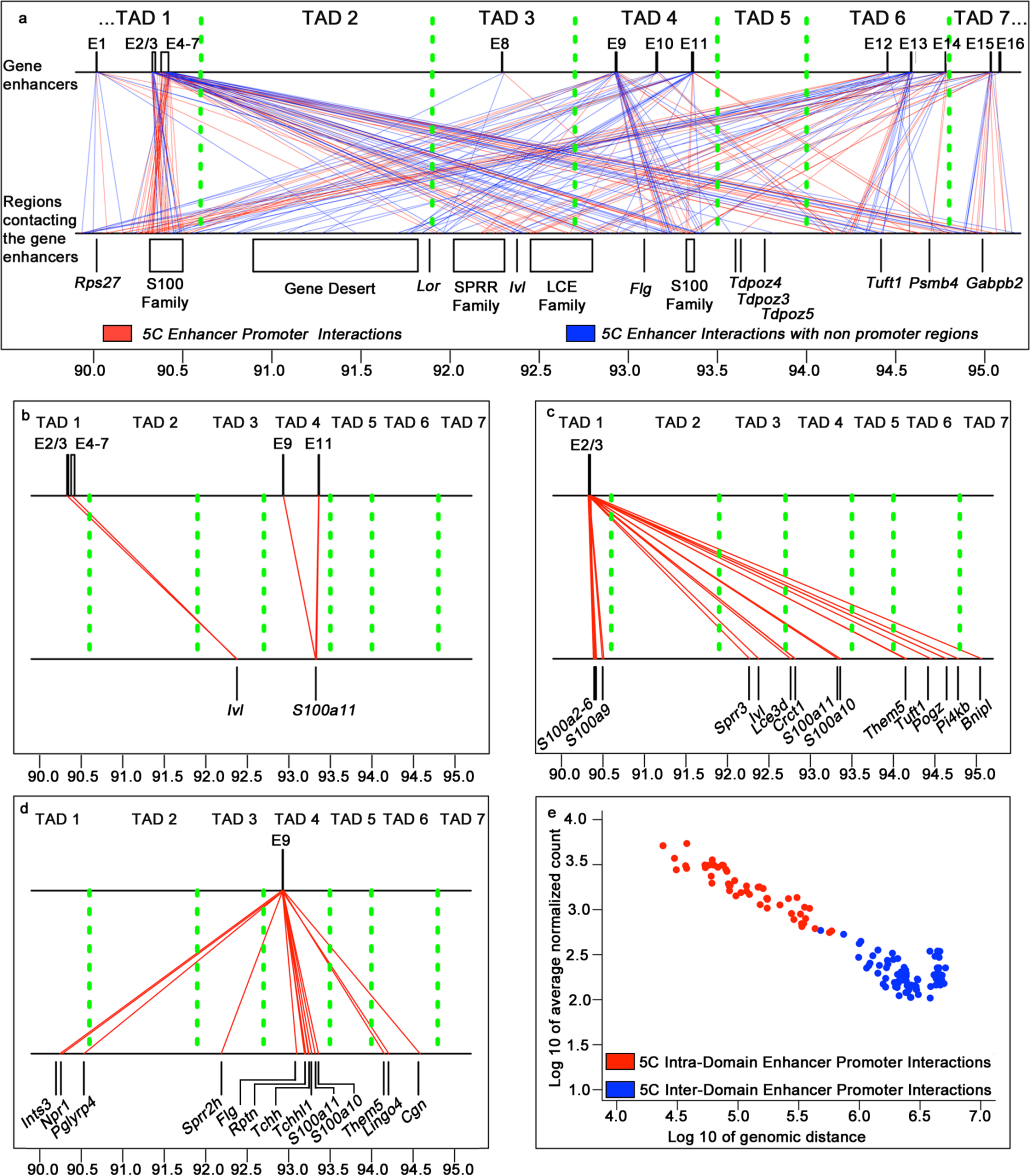
Spatial interaction networks between gene enhancers and promoters at the EDC locus in keratinocytes. **(a)** 5C looping interactions between gene enhancers (top line) and promoters (bottom line) (in red) and gene enhancers with regions not containing gene promoters (bottom line) (in bleu), TAD border midpoints are indicated by the vertical green lines. Schematic organization of the EDC locus is also shown. **(b)** 5C looping interactions involving *Ivl* and *S100a11* gene promoters (bottom line) with their enhancers (top line), TAD border midpoints are indicated by the vertical green lines. **(c)** 5C looping interactions between the enhancer cluster E2/E3 (top line) and its putative target gene promoters (bottom line), TAD border midpoints are indicated by the vertical green lines. **(d)** 5C looping interactions between the enhancer E9 (top line) and its putative target gene promoters. **(e)** Scaling plot showing the normalized average counts versus genomic distances for the 5C looping interaction between gene promoters and enhancers within the TADs (red), and between the TADs (blue).

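Enhancer cluster E4-E7 (90378362 to 90419670 on chromosome 3, TAD1) had the most interactions, 66, of which 43 were with promoter fragments of 30 genes. Cluster E2/E3 (90329361 to 90345966, TAD1) had 42 interactions, 24 with promoter fragments of 16 genes. In TAD4, E9 (92928112 to 92934551) had 35 interactions, 16 of them with promoter fragments. E10 had 9 and E11 had 22 interactions, 4 and 9 of them with promoter fragments. In TAD6, the numbers were 10 for E12, 32 for E13 and 20 for E14, with 5, 11 and 13 at promoter fragments. E15 in TAD7 had 23 interactions, 14 with promoter fragments, and E1 in TAD1 had 10, 4 with promoter fragments. E8 in TAD3 had 3 interactions, 1 of them with a promoter fragment, and E16 in TAD7 had 1 interaction and 0 with promoter fragments. The number of listed contacts also differed between enhancers, from 176 for E16 to 2409 for E14. The promoters of 64 genes were contacted, 28 of them by at least 2 enhancers or clusters and the most connected gene by 6.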

All enhancer-bearing regions, except the one for E16, were engaged in multiple spatial chromatin interactions with the regions anchoring gene promoters, revealing the potential enhancer-promoter regulatory network **(Fig 4A, S12 Table).** All enhancers or enhancer clusters except E8 were involved in the long-range contacts with multiple gene promoters, consistently with data obtained from other cell types [16, 43, 51] **(Fig 4A, S13 Table).** In turn, some gene promoters in the EDC locus were involved in the long-range spatial contacts with several enhancers. For instance, *Ivl* gene was involved in contacts with the enhancer clusters E2/E3 and E4-E7, while the *S100a11* gene was interacting with enhancers E9 and E11 **(Fig 4B, S13 Table)**, consistently with observations that gene promoters might interacts with several enhancers [17, 43, 49].

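In the GENCODE annotation the *Ivl* gene lies at 92374834 to 92377637 of chromosome 3 on the minus strand, and *S100a11* lies at 93324410 to 93330209 on the plus strand. The *Ivl* fragment from 92376687 to 92377093, 767 bp from the TSS, contacted the E2/E3 fragment 2.046 Mb away with a Z score of 3.85 and 3.01 in keratinocyte libraries 1 and 2 (q-values 0.00241 and 0.0136). In thymocyte library 2 the same contact had a Z score of 4.01. A contact of *Ivl* with E4-E7, 1.981 Mb away, had Z scores of 4.11 and 3.82 in the keratinocyte libraries and was listed in neither thymocyte library. The *S100a11* fragment from 93317982 to 93321768 contacted E9, 0.385 Mb away, with Z scores of 4.43 and 10.9 in keratinocytes, and of 1.04 and 0.857 in thymocyte libraries 1 and 2. A contact of *S100a11* with E11 at 0.028 Mb had Z scores of 6.49 and 4.09 in keratinocytes and of 6.31 and 4.75 in thymocytes, so it was called in both cell types. A further contact with E11 at 0.029 Mb had Z scores of 2.75 and 5.44 in keratinocytes and of 6.56 in thymocyte library 2, which alone of the thymocyte libraries listed it.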

Enhancers were frequently involved in the spatial interactions not only with the gene promoters located in the same TADs, but also with the gene promoters located in the different TADs. For instance, in addition to the interactions with multiple gene promoters in the TAD1, a cluster of the enhancers E2/E3 (located in TAD1) were interacting with the regions containing *Sprr3 and Ivl* gene promoters in the TAD3, the *Crct1*, *Lce3d*, *S100a10* and *S100a11* gene promoters in the TAD4, the *Pi4kb*, *Pogz*, *Them5* and *Tuft1* gene promoters in TAD6, as well as with the *Bnipl* gene promoter in the TAD7 **(Fig 4C, S14 Table)**. 

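The contacts of the E2/E3 cluster with the *Sprr3*, *Crct1*, *Lce3d*, *S100a10*, *S100a11*, *Pi4kb*, *Pogz*, *Them5*, *Tuft1* and *Bnipl* promoters in the other TADs were 13 in number and spanned 1.936 to 4.701 Mb. Their Z scores ranged from 2.80 to 14.1 in keratinocyte library 1 and from 2.53 to 12.9 in keratinocyte library 2. The strongest in library 1 joined the E2/E3 fragment at 90330428 to 90332070 to the *Them5* fragment at 94144432 to 94144557 (Z scores 14.06 and 12.3). The same E2/E3 fragment contacted *S100a11* with Z scores of 4.01 and 12.9, and *Tuft1* with 4.77 and 5.59. The contact with *Lce3d*, with a Z score of 2.80 in library 1 and 11.0 in library 2, had a q-value of 0.0357 in library 1. In thymocytes 4 of the 13 contacts were listed in both libraries, and 0 of these 4 were called in both. Thymocyte library 1 called 1 of the 5 that it listed, with *S100a10* (Z score 4.22), and thymocyte library 2 called 0 of 7.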

Enhancer E9, located in the TAD4, spatially contacted the promoter regions of *Flg*, *Rptn*, *S100a10*, *S100a11*, *Tchh* and *Tchhl1* genes in the same TAD, as well as to the promoter regions of *Ints3*, *Npr1* and *Pglyrp4* genes in the TAD1, the promoter of *Sprr2h* gene in the TAD3, and promoters of *Cgn*, *Lingo4* and *Them5* genes in the TAD6 **(Fig 4D, S14 Table).** These data were quite intriguing, as many recent studies demonstrated that the contacts between promoters and enhancers are mostly constrained by the same TADs [15–17].

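Enhancer E9 had 15 called contacts with the *Flg*, *Rptn*, *S100a10*, *Tchh*, *Tchhl1*, *Ints3*, *Npr1*, *Pglyrp4*, *Sprr2h*, *Cgn*, *Lingo4* and *Them5* promoters, at distances of 0.15 to 2.677 Mb. Their Z scores ranged from 2.69 to 9.46 in keratinocyte library 1 and from 2.84 to 16.1 in keratinocyte library 2. The contact with *Sprr2h* in TAD3, 0.739 Mb away, had Z scores of 3.70 and 16.1 in keratinocytes and of 10.1 and 9.52 in thymocytes, and was called in all 4 libraries. So was the contact with *Tchh* at 0.32 Mb (4.81 and 5.95 in keratinocytes, 4.98 and 4.60 in thymocytes). The contact with *Flg* at 0.15 Mb had Z scores of 3.95 and 6.00 in keratinocytes and of 1.16 and 1.21 in thymocytes. The contact with *Ints3* had a Z score of 2.69 in keratinocyte library 1, with a q-value of 0.0448, and of 9.70 in library 2. In thymocytes 9 of the 15 contacts were listed in both libraries and 2 of these were called in both. Taken singly, thymocyte library 1 called 4 of the 10 that it listed and thymocyte library 2 called 5 of 12.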

Interestingly, we also found a relatively low number of interactions between the enhancers located in gene-rich TADs with distinct chromatin domains located in gene-poor TAD2 and TAD5 **(Fig 4A, S12 Table).** The vast majority of such interactions involved distal elements not associated with any gene promoters in the TAD2 and TAD5, although interaction between the *Tdpoz3* gene promoter (TAD5) and the E14 enhancer located in TAD6 was also seen **(S14 Table).**

Next, we compared the frequency of promoter-enhancer contacts between and within TADs as a function of genomic distances separating interacting regions [17, 52]. 

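Of the 144 enhancer-promoter interactions in keratinocytes, 60 lay within a TAD and 84 joined different TADs, with TADs assigned by fragment midpoints. The intra-TAD interactions spanned 0.022 to 0.585 Mb with a median of 0.087 Mb, and the inter-TAD interactions spanned 0.479 to 5.123 Mb with a median of 2.432 Mb.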

We found that all promoter-enhancer spatial interactions within the TADs were connecting the regions separated by genomic distances of up to 0.6 Mb, while the inter-TAD interactions were much longer connecting the regions separated from each other by 0.5 Mb-5.1 Mb distances **(Fig 4E)**. As expected, the frequencies of short-range intra-domain contacts were higher compared to the long-range inter-TAD contacts. However, several inter- and intra- domain contacts found between the promoters and enhancers separated by similar genomic distances had comparable frequencies **(Fig 4E).** Thus, our data revealed the organization of the enhancer-promoter network in the EDC locus with a high frequency of short-range contacts within gene-rich TADs and less frequent, but extensive long-range promoter-enhancer interactions between gene-rich TADs, while gene-poor TADs were lacking of any enhancers.

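The median corrected 5C frequency, averaged over the 2 keratinocyte libraries, was 1824 (quartiles 1260 and 2935) for the intra-TAD and 182 (quartiles 145 and 231) for the inter-TAD enhancer-promoter interactions. The intra-TAD contact of E9 with *S100a10* (0.429 Mb) had a frequency of 615 and the inter-TAD contact of E9 with *Sprr2h* (0.739 Mb) had 532. The latter is the mean of 388 and 676 in keratinocyte libraries 1 and 2. The 2 distances are not matched. Between these distances lay 1 further inter-TAD interaction, at 0.479 Mb with a frequency of 587, and intra-TAD interactions at 0.56 and 0.585 Mb with frequencies of 557 and 580. The contact of E14 with *Tdpoz3* in gene-poor TAD5, 1.146 Mb away, had Z scores of 2.73 and 5.25 in keratinocyte libraries 1 and 2 and was not called in the thymocyte library that listed it.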

### Chromatin architectural proteins CTCF and Rad21, and ATP-dependent chromatin remodeler Brg1 are enriched in spatial interactome connecting gene enhancers and promoters within and between gene-rich TADs in keratinocytes

To gain further insights about the proteins that could be potentially involved in the control of higher-order chromatin folding and promoter-enhancer interactions at the EDC locus in keratinocytes, we correlated the 5C interaction data with the ChIP-seq data for the binding of the chromatin architectural proteins CTCF and cohesin subunit Rad21, known to control the higher-order chromatin folding in all studied cell types [4, 53]. We also correlated 5C data with ChIP-seq data for the binding of ATP-dependent chromatin remodeler Brg1/Smarca4, known to regulate nuclear positioning of the EDC locus in keratinocytes during epidermal development [36].

We found a heterogeneous distribution in the binding patterns for these proteins at the EDC locus **(Fig 5A and 5B).** CTCF and Rad21 showed high frequency of the binding in the gene-rich TAD1, TAD4, TAD6 and TAD7, while lower frequency of binding was seen in the TAD3 and TAD2 and lack of binding was detected in TAD5 **(Fig 5A and 5B).** We found CTCF binding within 100kb of all the TAD border midpoints, except the border between TADs 5 and 6, where it was found within 160kb **(Fig 5A)**, consistent with recently established role for CTCF in the TAD organization [9, 15, 21]. Similarly to CTCF and Rad21, Brg1 binding was abundant in all gene-rich, but not gene-poor TADs **(Fig 5A and 5B)**.

**Fig 5:**
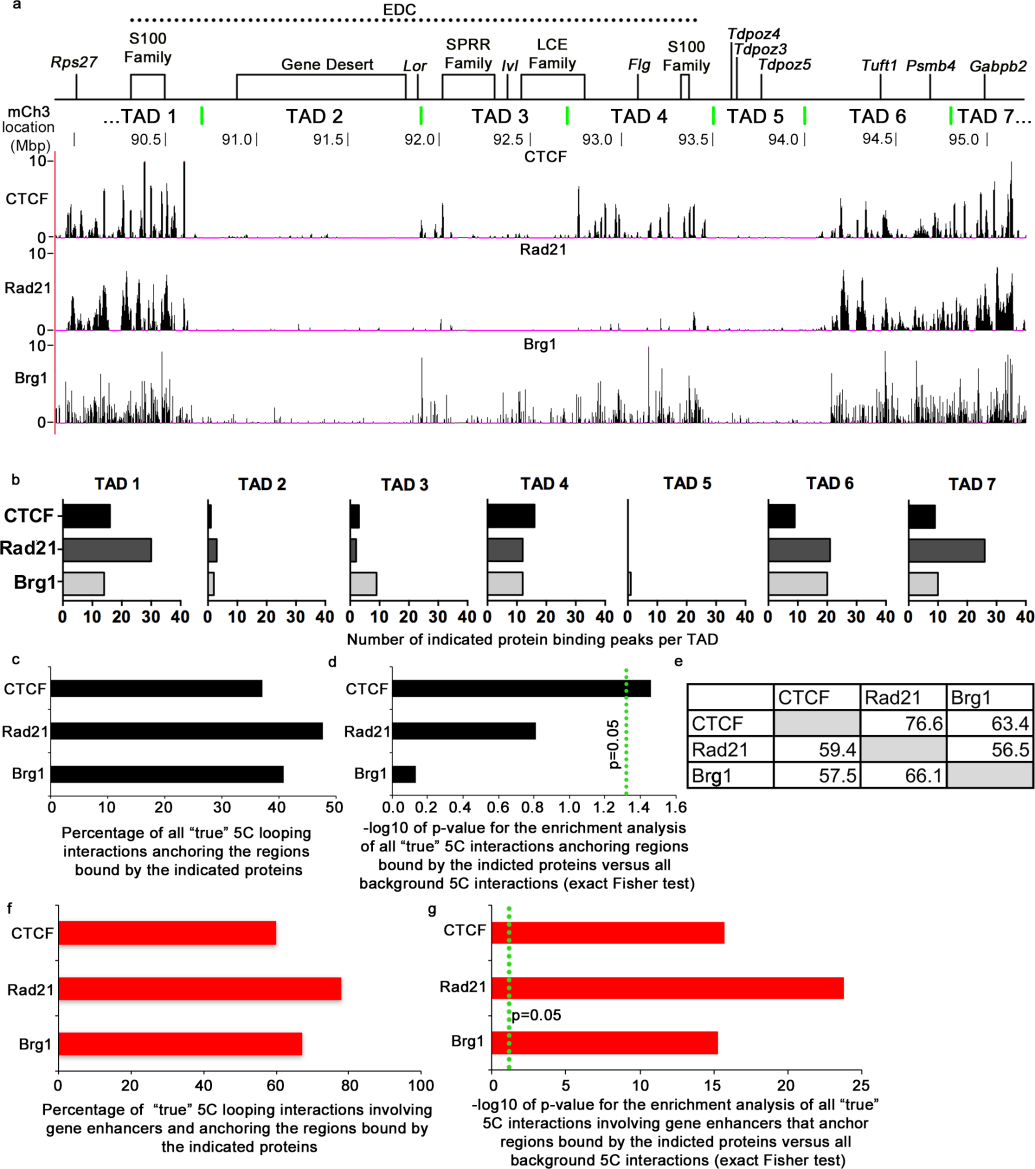
Chromatin architectural proteins CTCF, Rad21 and ATP-dependent chromatin remodeller Brg1 are enriched in the regions involved in the promoter-enhancer spatial interactions at the EDC locus. **(a)** Schematic map of the EDC containing locus and genome browser view of the normalized ChIP-seq signals for the indicated proteins. The TAD border midpoints are indicated by the green vertical lines. **(b)** Number of the called ChIP-Seq peaks for the indicated proteins in the individual TADs **(c)** Percentage of all “true” 5C looping interactions anchoring the regions bound by the indicated proteins. **(d)** Results of the enrichment analysis of 5C interactions anchoring the regions bound by the indicated proteins in comparison to all the background interactions at the EDC containing locus.–log10 of the p-values are shown (exact Fisher test). **(e)** Percentage of the significant 5C interactions anchored to the regions bound by the proteins indicated in the left column that are also anchored to the regions bound by the proteins indicated in the top row. **(f)** Percentage of 5C interaction involving gene enhancers that are anchor the regions bound by the indicated proteins.**(g)** Results of the enrichment analysis for the 5C interactions involving gene enhancers that are anchored to the regions bound by the indicated proteins in comparison to all background interactions in the EDC locus.–log10 of the p-values are shown (exact Fisher test).

A substantial fraction of the 5C interactions showing CTCF, Rad21 and Brg1 binding (between 38% and 50% of all interactions for the individual proteins) **(Fig 5C)**, suggested that they might be involved in the control of the higher-order chromatin folding at the EDC locus in keratinocytes. 

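The binding of the 3 proteins at each fragment was read from the classes of S6 Table, which rest on the paper's ChIP-seq peaks and on fragments extended to their neighbours. It was known for 567 fragments, of which 114 were bound by CTCF, 160 by Rad21 and 138 by Brg1. CTCF was present at 1 or both fragments of 423 of the 1140 called interactions (37.1%, 95% Wilson interval 34.3 to 39.9%). Rad21 was present in 545 (47.8%, 44.9 to 50.7%) and Brg1 in 466 (40.9%, 38.1 to 43.8%).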

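The background was made of the 38672 contacts that both keratinocyte libraries listed, that were not called in both and whose 2 fragments had a known binding status. S6 Table holds called interactions only, so the status is known only for fragments with at least 1 of these, and the other 17374 of the 56046 contacts that were not called are left out of the background. CTCF was present in 32.9% of them (odds ratio for called contacts 1.20, two-sided Fisher's exact test, p = 0.00327, Benjamini-Hochberg adjusted p over the 3 proteins 0.00981). Rad21 was present in 44.7% (odds ratio 1.13, two-sided Fisher's exact test, p = 0.0399, adjusted p 0.0599), which did not pass the adjustment at 0.05. Brg1 was present in 40.7% (odds ratio 1.01, two-sided Fisher's exact test, p = 0.903). Over contacts within TADs alone, the odds ratio of CTCF was 1.69 (two-sided Fisher's exact test, p = 3.00e-06), and over contacts between TADs it was 1.02 (p = 0.848). For Rad21 it was 1.86 within TADs (two-sided Fisher's exact test, p = 2.97e-08) and 0.920 between TADs (p = 0.264). With both fragments bound by Rad21 it was 1.54 over all contacts (two-sided Fisher's exact test, p = 3.44e-05). Among called interactions with a q-value under 0.01 the odds ratio of CTCF was 1.11 (Fisher's exact test, p = 0.189).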

Exact Fisher statistical test showed the enrichment for the regions bound by CTCF in all significant 5C looping interactions in comparison to all background 5C interactions **(Fig 5D).** This was consistent with a well-established role of CTCF in the control of higher-order chromatin folding in different cell types [4, 53, 54].

We further analyzed the pair-wise combinations of the chromatin architectural protein binding in the regions anchoring the 5C interactions at the EDC locus in keratinocytes. Consistently with the previously published data, our analysis revealed most frequent presence of the cohesin subunit Rad21 in the regions anchoring the 5C interactions that were also anchored to the CTCF binding regions (76.6%) (**Fig 5E)**. 

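Among the 423 called interactions with CTCF, Rad21 was present in 324 (95% Wilson interval 72.3 to 80.4%) and Brg1 in 267 (63.1%, 58.4 to 67.6%). In contacts with CTCF that were not called, the shares were 69.8% for Rad21 and 62.3% for Brg1, so the share of Brg1 lay within the interval and that of Rad21 below it. Among the 545 called interactions with Rad21, CTCF was present in 324 (55.3 to 63.5%) and Brg1 in 308 (52.3 to 60.6%), against 51.3% and 51.5% in contacts with Rad21 that were not called. Among the 466 with Brg1, CTCF was present in 57.3% (52.8 to 61.7%) and Rad21 in 66.1% (61.7 to 70.2%), against 50.4% and 56.7% in contacts that were not called.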

Brg1 was also frequently seen in the regions involved in the 5C interactions anchoring CTCF-bound regions (63.4%) **(Fig 5E).** CTCF, and Brg1 were present in the regions anchoring 59.4%, and 56.5% of the 5C interactions anchored to the Rad21 binding regions respectively **(Fig 5E).** These data demonstrates that CTCF, Rad21 and Brg1 frequently present in the regions anchoring the same 5C interactions, suggesting that they might functionally cooperate in the control of establishment of the spatial interacting network within the EDC locus and its genomic neighbourhood in keratinocytes.

Next we check if CTCF, Rad21, and Brg1 are involved in spatial contact between gene promoters and enhancers. We found that CTCF, Rad21 and Brg1 were even more frequently bound to the bases of the 5C loops involving gene enhancers than in the bases of all significant 5C loops **(Fig 5C and 5F)**. 

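Of the 252 called interactions at enhancers, CTCF was present in 151 (59.9%, 95% Wilson interval 53.8 to 65.8%), Rad21 in 196 (77.8%, 72.2 to 82.5%) and Brg1 in 169 (67.1%, 61.0 to 72.6%). In the 888 called interactions away from enhancers the shares were 30.6% for CTCF (odds ratio 3.39, two-sided Fisher's exact test, p = 7.72e-17), 39.3% for Rad21 (odds ratio 5.41, p = 8.30e-28) and 33.4% for Brg1 (odds ratio 4.05, p = 2.41e-21). Fragments near enhancers were themselves bound more often: 31.9%, 56.9% and 45.8% of the 72 enhancer fragments with a known status (of 93) carried CTCF, Rad21 and Brg1, against 18.4%, 24.0% and 21.2% of the 495 other fragments with one. Against contacts at enhancers that were listed and not called, of which 42.1% had CTCF, 67.1% had Rad21 and 58.1% had Brg1, the odds ratios were 2.06, 1.71 and 1.47 (two-sided Fisher's exact test, p = 2.08e-08, 0.000288 and 0.00431). At the fragment opposite the enhancer alone, CTCF was present in 28.6%. The reference was 1 fragment of each other called interaction, arbitrarily the downstream one, and CTCF was present at 18.6% of these. The odds ratio of the opposite fragment was 1.75 (two-sided Fisher's exact test, p = 0.000806). By the same exact test, the odds ratio there was 1.42 for Rad21 (p = 0.0278) and 1.79 for Brg1 (p = 0.000378). Each of these sets of 3 tests was also adjusted by Benjamini-Hochberg, and the adjusted p stayed under 0.05 for every protein, the highest being 0.0278 for Rad21 at the opposite fragment. In 21 of the 252 interactions both fragments were enhancer fragments, and there either one was counted. Without these, a restriction chosen after seeing the data, the odds ratios were 1.47 for CTCF, 1.09 for Rad21 and 1.48 for Brg1 (two-sided Fisher's exact test, p = 0.0332, 0.608 and 0.0215; adjusted p = 0.0497, 0.608 and 0.0497).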

Exact Fisher statistical test demonstrated highly significant enrichment of this protein binding in the regions anchored to the enhancer spatial interactome (**Fig 5G)**, supporting their involvement in establishing promoter-enhancer contacts in keratinocytes. This is consistent with the role of Rad21 together with or independently from CTCF that has been well documented in several cell types [4, 53]. Moreover, Brg1 binding has also been reported to be frequently associated with active enhancers [55, 56], and promoter-enhancer spatial interactions [57]. Thus, our data suggest the important role for CTCF, Rad21 and Brg1 in organization of the 5C interactome within and between gene-rich TADs in the EDC locus in keratinocytes and in establishing promoter-enhancer spatial network in this locus.

## Discussion

Mouse genome contains 11 large multi-TAD gene loci, occupying >1.6 Mb each on the corresponding chromosomes, show a clustering of functionally related genes whose transcription is regulated in a lineage-specific manner [9, 27, 28]. In this manuscript, we demonstrate that in skin epithelial cells, EDC is organized into four TADs with the distinct chromatin interaction patterns within and between these and neighbouring TADs involving gene promoters and enhancers. We also show the promoter-enhancer anchoring regions in the gene-rich transcriptionally active TADs are enriched for the binding of chromatin architectural proteins CTCF, Rad21 and chromatin remodeler Brg1. In contrast to gene-rich TADs, gene-poor TADs show preferential spatial contacts with each other, do not contain active enhancers and show decreased binding of CTCF, Rad21 and Brg1 in keratinocytes.

The validation of the 5C data by 3D-FISH analyses performed according to the recommendations published previously [32] confirm that in epidermal keratinocytes, the central gene-rich EDC region, harbouring the majority of the genes activated during terminal keratinocyte differentiation, has two adjacent gene-rich TAD3 and TAD4, which are flanked by two gene-poor TAD2 and TAD5 further surrounded by the gene-rich TAD1, TAD6 and TAD7 **(Fig 2D).** Our 5C data at the EDC locus in keratinocytes are concordant with the data on the TAD organization identified by Hi-C approach in mouse embryonic stem cells and our 5C data in thymocytes used as a control in which EDC locus is largely inactive **(Figs 1B and 2D)** [9]. Some differences in the positions of the TAD borders between these datasets might reflect the differences in the resolution depth depicted by the 5C and Hi-C technologies, or real differences in the TAD borders between pluripotent (ground state of TAD organization in embryonic stem cells) versus differentiated cells. It remains to be determined whether these differences might also be linked to the distinct chromatin compartmentalization patterns in keratinocytes and thymocytes associated with striking differences in the EDC gene transcription between two cell lineages.

Combination of the 5C, 3D-FISH and ChIP-seq approaches reveal several differences between gene-rich and gene-poor TADs that constitute EDC locus and its neighbouring regions in epidermal keratinocytes. Gene-rich and gene-poor TADs within the locus show distinct inter-TAD spatial chromatin contact patterns. Gene-poor TADs (TAD2 and TAD5) and gene-rich TADs (TAD3 and TAD4) are compartmentalized in the nucleus as distinct topological domains, the transcriptionally inactive chromatin domains (compartment B) and active transcription (compartment A) [12, 45]. However, TAD2 and TAD5 show heterogeneity in their chromatin interaction patterns–TAD5 show preferential interactions with TAD2, while TAD2 also interacts with neighbouring gene-rich TAD3 and TAD4. In contrast to gene-rich TADs, gene-poor TADs do not contain active enhancers and show markedly decreased binding of CTCF, Rad21 and Brg1 proteins. Interestingly, the network of spatial interactions involving gene promoters and enhancers at the EDC locus in keratinocytes are not restricted to intra-TAD interactions, but the interactions extend to different gene-rich transcriptionally active TADs.

Our 5C data demonstrate that that majority (73.6%) of the “true” 5C contacts in 5.3 Mb chromatin domain in keratinocytes analysed in this study are mapped at sites near gene promoters and their interactions connect to non-promoter chromatin domains (47.3%) or to other promoters (26.3%). The promoter-promoter interactions are recently demonstrated using high-resolution capture Hi-C [49], and they are frequently identified by the ChIA-PET approach using anti-RNA polymerase II antibody [58]. The role of the promoter-promoter contacts in gene expression control is not well understood, however, promoters can share common transcription factories (foci enriched in RNA polymerase II) [59, 60], while some promoters can function as enhancers for their interacting promoter partners [58, 61].

Correlation of the 5C data with ChIPseq analyses for enhancer-specific histone modifications in KCs (high level of H3K4me1 and H3K27ac) reveal 16 putative active gene enhancers at the EDC locus in keratinocytes. Two of these enhancers (E9 and E11) **(Fig 3C)** were previously identified based on the non-coding region homology between several mammalian species and were shown to possess the enhancer activity in enhancer-reporter assay in cultured mouse keratinocytes [33]. About 52% of the significant 5C contacts involving gene enhancers show their interaction with the gene promoters, thus supporting a view on functional importance of such contacts identified in this study. However, further analyses are required to demonstrate functional relevance of these spatial contacts to the control of gene transcription in the epidermal progenitor cells and differentiating keratinocytes.

Intriguingly, in addition to the intra-TAD contacts, we demonstrate the extensive enhancer-promoter interactions across the TADs borders. Although less frequent, these contacts were longer-ranged (from 500 kb to 5.1 Mb) compared to the intra-TAD contacts (up to 600Kb). These data are consistent with recent reports demonstrating the presence of promoter-enhancer contacts across TAD boundaries in different cell types [16, 17, 19]. In cultured mouse keratinocytes, the recent 3C data identified interactions between the AP-1 dependent enhancer located in the TAD3 with several promoters within TAD3 and TAD4, as well as with *S100a6* promoter in TAD1 [37]. However, it is still unclear whether adjacent closely associated TADs can share regulatory elements by forming meta-TADs at large loci harbouring multiple co-regulated genes, similarly to the meta-TAD domains described in differentiating neuronal progenitor cells [18].

Interestingly, the enhancers found in TAD1 form two closely located clusters (E2/E3 and E4-E7), embedded into the genes of *S100* family. These enhancer clusters showed extensive long-range intra-TAD chromatin contacts with multiple genes in the central part of the EDC (TAD3 and TAD4) activated during terminal keratinocyte differentiation, suggesting that they might serve as the locus-control regions or super-enhancers for the EDC genes. In addition, we identified the gene enhancer (E9) spatially interacting with *Flg* gene promoter **(Fig 4D).** These enhancers have been previously identified among the highly-conserved non-coding regions in several mammalian genomes and showed the activity in the reporter assay in cultured keratinocytes [33]. It will be important to determine if this conserved enhancer controls *Flg* gene expression in normal and diseased epidermis, as the defects in *Flg* gene and changes in its expression are associated with ichthyosis vulgaris, the most common disorder of epidermal differentiation, and also serve as strong risk factors for atopic eczema [62].

The binding studies for chromatin architectural proteins CTCF, Rad21, and ATP-dependent chromatin remodeler Brg1 revealed the enrichment in the CTCF binding in the regions anchored to all significant 5C contacts. In particular, binding of the CTCF, cohesin complex subunit Rad21 and ATP-remodeller Brg1 was enriched in the regions anchoring the 5C interactions involving gene enhancers within gene-rich TADs. These findings are consistent with the well-established roles of CTCF and cohesin complex in the control of spatial genome topology [11, 13, 20, 22]. Recent Hi-C data from Khavari’s lab on human keratinocytes also revealed a role for Rad21 in the control of enhancer-promoter contacts in both progenitors and differentiated cells (J Invest Dermatol, 2017, 137, 5S, S80, abstract). In addition, Brg1 is frequently found at the gene enhancers [55, 56] and it was reported to be involved in the enhancer-promoter looping interactions [57, 63]. However, since CTCF and cohesin are ubiquitously expressed across the broad range of cell types, suggesting that additional proteins with more restricted expression patterns might be involved in shaping lineage-specific spatial genome organization.

Taken together, our findings provide new insights into the spatial chromatin organization at the large multi-TAD EDC locus with extensive spatial contacts involving gene promoters and enhancers within and between different gene-rich TADs. Such interactions might contribute to the coordinated gene regulation in the EDC locus during terminal keratinocyte differentiation in the epidermis. These data serve as an important platform for future studies to reveal the intricate interplay between the chromatin architectural protein, chromatin remodelers, transcription factors and gene regulatory elements in the control of spatial genome organization and gene expression programmes in basal and differentiating epidermal keratinocytes during normal skin development and homeostasis, as well as during skin responses to environmental stressors and in disorders of epidermal differentiation, such as atopic dermatitis, psoriasis and cancers.

## Materials and methods

### Experimental animals and tissue collection

All animal studies were performed under protocol approved by the University of California Berkley Institutional Animal Care and Use Committee and the UK Home Office Project Licence. C57Bl/6 mice were purchased from Charles River. The skin tissue samples were collected from P1.5-P3.5 C57Bl/6 animals as previously described [64, 65]. Keratinocytes were isolated for micro-array, 5C, 3D FISH and ChIP-seq analysis from the skin of the new born C57BL/6 animals. Primary thymocytes were isolated from the C57Bl/6 animals. For the FISH analysis of 3D preserved nuclei, skin samples were processed as previously described [66, 67]]

### Isolation of primary epidermal keratinocytes and thymocytes

Primary epidermal keratinocytes was isolated from the skin of the new-born C57Bl/6 mice as previously described [68, 69]. Briefly, the skin was removed from the neonatal mice and incubated with 0.25% trypsin in Hanks Balanced Salt solution overnight at 4 C, followed by separation of dermis from epidermis. Epidermis was placed into pre-chilled low calcium primary keratinocyte culture (EMEM, 4% chelated FBS, 0.05mM CaCl_2_, 0.4ug/ml hydrocortison, 5ug/ml insulin, 10mg/ml EGF, 10^−10^ M cholera toxin, 2x10^-9^ T3, 2mM L-glutamin, 100U/ml penicillin, 100ug/ml streptomycin) and triturated to obtain the single cell suspension. The cells were filtered through a 70 μm silicon strainer and were either seeded at high density at the low calcium primary keratinocyte medium onto collagen solution (0.97X Hanks Balanced Salt Solution (HBSS), 9.70μg/mL Bovine Serum Albumin (BSA), 19.40 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES), 0.97 X Vitrogen-100 Collagen) coated culture dishes for 15 hours at 32°C in the atmosphere of 8% carbon dioxide and 90% humidity, or were used for FACS to isolated viable basal keratinocyte population.

Primary thymocytes were isolated from C57Bl/6 mouse thymi as described in [70]. The thymi were transferred into pre-chilled T cell medium (RPMI medium 1640 (ATCC modification), 10% foetal bovine serum, 0.1x 2-mercaptoethanol) and crushed to release total thymus T cell population. The cells were filtered through a 70 μm cell strainer, pelleted by centrifugation and re-suspended in Red Blood Cell lysis buffer (Sigma) for 3 min. Cell were then washed with the pre-chilled T-cell medium, re-suspended in the medium, filtered through a 70 μm cell strainer and counted using haemocytometer.

### RNA isolation, micro-array and qRT-PCR analysis

RNA was isolated from the primary keratinocytes plated on the collagen solution coated dishes for 15 hours at 32°C and 8% CO_2_ or primary thymocytes using TRI Reagent solution and TURBO-DNA-free kit (Invitrogen). Total RNA was amplified with Arcturus Ribo-Amp PLUS system (Applied Biosystems) as previously described [36]. RNA was converted into labelled cDNA and micro-array analysis was performed by MoGene (St Louis, MO, USA) using 41K Whole Mouse Genome 60-mer oligo micro-arrays (Aglinent Technologies). Micro-array datasets were analysed using the distribution of background intensity and signal intensity values (Agilent Feature Extraction software version 7.5).

### 3C template generation and characterization

Two 3C templates were constructed for freshly plated epidermal keratinocytes and primary thymocytes according to [71] with modifications. Briefly, epidermal keratinocytes isolated from mouse epidermis were seeded in the low calcium primary keratinocyte medium at high density on the collagen coated plate for 15 hours at 32°C, 8% CO_2_ and 90% humidity. The primary thymocytes were isolated as described above. Cells were washed twice with the growth medium and fixed with 1% formaldehyde (Electron Microscopy Systems) in the growth medium for 10 minutes at room temperature with gentle mixing every 2 minutes. The glycine was added to a final concentration of 125 mM. Quenching was initiated at room temperature and the cells were placed on ice for 5 min. The medium was removed and cells were washed ones with ice cold PBS and then fresh ice cold PBS was added. Cross-linked cells were collected, counted, pelleted by centrifugation in aliquots and quick-frozen. Cells were stored at -80°C.

Per a 5C library, the frozen pallet of 6x10^7^ cells 1.2 ml of lysis buffer (10 mM Tris-HCl, pH 8.0, 10 mM sodium chloride, 0.2% (vol/vol) Igepal C-630 (Sigma)) supplemented with 120 ul of protease inhibitor cocktail (Sigma) was added and cells were incubated on ice for 30 minutes. Cells were lysed using a 5 ml dounce homogenizer, washed twice with ice cold 1x NEBuffer2 buffer (10 mM Tris-HCl, 50 mM NaCl, 10 mM MgCl2, 1 mM DTT), and re-suspended in 630 ul of 1x NEBuffer2. Nuclear suspension was divided into 50 ul aliquots. To the nuclear suspension 312 ul of 1xNEBuffer2 was added. SDS was then added to a final concentration of 0.1% and lysates were incubated at 65°C for 10 min. Triton X-100 was then added to a final concentration of 1% to quench SDS. To each aliquot of solubilized chromatin 800 U of HindIII enzyme (New England Biolabs) was added and the digestion was performed overnight at 37°C with shaking. HindIII was inactivated by incubating lysates at 65°C for 30 min after addition of SDS to a final concentration of 1.56%. Ligation was performed under diluted conditions that promote intra-molecular ligation at 16°C for 4 hr in ligation buffer (1% Triton X-100, 0.1 mg/ml BSA, 1 mM ATP, 50 mM Tris-HCl (pH 7.5]) 10 mM MgCl2, 10 mM DTT) with 10 ul of T4 DNA ligase (Invitrogen). To reverse crosslinks, samples were then treated with 63.5 mg/ml Proteinase K (Invitrogen) at 65°C. Four hours later, Proteinase K was added again to 127 mg/ml and then incubated overnight at 65°C. DNA was purified by subjecting samples to a series of phenol and phenol-chloroform extractions before precipitation with ethanol. Pellets were re-suspended in 1–2 ml TE Buffer, pH8.0 and precipitation with ethanol. Pellets were re-suspended in 500 ul of TE buffer and treated with DNase-free RNase at final concentration of 100 ng/ul for 1 hour at 37°C. 3C templates were further purified using Amicon Ultra Centrifugal 30K Filter for DNA Purification and Concentration (Millipore). Using the Millipore columns, samples were washed twice with 1X TE buffer. Following sample recovery from Millipore columns, initial sample volume was then restored with 1X TE buffer, pH 8.0.

The concentration of the 3C template was assessed by gel electrophoresis with high molecular weight DNA ladder as a standard (Invitrogen) using TotalLab Quant gel densitometry software. Controls for DNA integrity (undigested chromatin control) and restriction digestion (no ligase control) were also checked and passed the quality control. The quality of the 3C templates were further assessed by running the PCR with series of 2-fold dilutions of the templates with forward (ATGGAGACCTGCCGCCGGCTCATCACAC) and reverse (CGTGCTGTGACTTCGCACTTTTCTGATC) primers amplifying the product of head to head ligation of two HindIII sites located 1164bp apart as described in [71] using Quant gel densitometry software (Total lab).

### 5C library construction and sequencing

Two independent 5C libraries were constructed for each cell type as described in [71] with modifications. 5C probes were designed at HindIII restriction sites using the my5Csuite primer design tools [44]. An alternating scheme was pursued in which reverse and forward probes were designed against every other fragment. Probes were excluded if unique mapping could not be achieved for fragments spanning highly repetitive sequences. Probe setting were as follows: U-BLAST, 3; S-BLAST, 50; MER, 800; MIN, FRAGSIZE, 100; MAX FRAGSIZE, 50000; OPT_TM, 65: and OPT_PSIZE, 40. The universal T7 sequence was tethered to all forward primers (TAATACGACTCACTATAGCC) and the reverse complement to the universal T3 sequence was tethered to all reverse probes (TATTAACCCTCACTAAAGGGA). In total, 381 forward probes and 382 reverse probes were designed, spanning 5.3 Mb EDC containing locus (**Fig 1B, S2 Table**).

To construct 5C libraries, first probes were annealed to the 3C templates at 48°C for 16 hours. Each multiplex annealing reaction contained 1xNEBuffer4 (New England Biolabs), 560 ng of 3C template and 0.4 fmole of each 5C probe. The annealed probes were nick ligated with 10 U of Taq ligase in 1x Taq ligase buffer (New England Biolabs) at 48°C for 1 hour. The resulting 5C library was amplified by PCR with 25 cycles using universal T7 (TAATACGACTCACTATAGCC) and T3 (TATTAACCCTCACTAAAGGGA) primers. 15 ligation reactions amplified in 6 PCR reactions each were performed to generate each 5C library. The PCR reactions for each 5C library were pooled before further processing. 5C library amplification reactions produced the products of expected size (101 bp), while the negative control PCR reactions (included no 5C template control, no ligation control or no 5C probe control) did not yield any PCR product.

5C libraries were size fractioned (101 bp) and purified from the agarose gel using QIAquick gel purification kit (QIagene). 3’ A-tails were added using dATP and Taq polymerase, followed by subsequent ligation to bar-coded custom designed adaptor oligonucleotide [72] for Illumina pair-end sequencing. Adaptor-modified 5C libraries were purified after separation in the agarose gel using QIAquick gel purification kit (Qiagene). The purified libraries were amplified by 18 cycles of PCR with PE1.0 and PE2.0 primers (Illumina). The amplified libraries (233 bp) were purified from the agarose gel, quantified using Nanodrop 1000 spectrophotometer (Thermo Fisher) and send for the sequencing on the HiSeq 2000 system at the EMBL Genome Core Facility (Heidelberg, Germany).

### 5C data processing and normalization

The 5C library sequencing data sets were de-multiplexed using Novobarcode (Novocraft). The reads were aligned to the pseudo-genome consisting of all 5C probes **(S2 Table)** using Bowtie [73]. To account for poor quality reads, sequences were required to have only one unique alignment. After mapping, interactions were counted when both paired end reads could be uniquely mapped to the 5C probe pseudo-genome. Only interactions between forward-reverse probe pairs were considered as true counts.

Next, we performed the data correction to remove the technical biases associated with the 5C technology as described in [17, 43] with some modifications. First, we removed the probes that performed significantly differently in comparison to the overall probe sets. A global average relationship between interaction frequency and genomic distance was calculated using Loess smoothing for each replicate dataset. Contact profile for each probe across the interrogated region was compared to this average. We removed the probes with the individual Loess of more or less than 0.85 of the scaled Z score distance from the global Loess. We removed 38 probes for the replicate 1 and 37 probes for the replicate 2 for the downstream analysis **(S15 Table, S2B, S3B, S4B and S5B Figs).**

After this step, we removed the signal interaction with very high contact frequency in comparison to their neighbors. We removed such interactions if they have a Z score of 25 or more **(S16 Table, S2C, S3C, S4C and S5C Figs)**. Z score was calculated as described in [17]. Finally, we normalized the profile of each probe so they could be quantitatively compared to each other as described in [17], but we calculated a global average relations between interaction frequency and genomic distance with Loess smoothing for each replicate separately **(S2D, S3D, S4D and S5D Figs)**.

### TAD boundary position identification using insulation index analysis

TAD boundary positions were identified by calculating an insulation score along the locus as described in [17, 46]. The normalized 5C data were binned at 150 kb with 15 kb step size. Next, we calculated the combined number of interactions across each bin by summing all interactions up to 500 kb upstream of the bin and up to 500 kb downstream of the bin. The sum for each bin was divided by the average sum for all bins to yield insulation score. The insulation score was plotted along the whole locus to obtain an insulation profiles **(Fig 2D, S6A Fig)**. Local minima in these profiles indicate the position of the TAD boundaries. The local minima in the insulation profile were detected by identifying the bins with the lowest insulation score in a local 435 kb window. The mid-points of these bins were set as the TAD boundaries. The average position of the midpoint between the replicate was used as the TAD boundaries in the manuscript **(S3 Table)**.

### Identification of the significant 5C interactions

To detect the “true” statistically significant chromatin looping interactions between the individual restriction fragments, we applied a “5 C peak calling approach as described before [17, 43]. We called the significant 5C peaks for the 5C libraries separately. Peaks were defined as normalized ligation frequencies (signals) that are significantly higher than expected for the genomic distances separating the interacting fragments. Expected values were calculated as the average interaction frequency for each genomic distance by using Loess smoothing (alpha value 0.01). This provides a weighted average and a weighted standard deviation for each genomic distance. We assumed that the large majority of interactions were not significant looping contacts, and we interpreted these weighted averages as the expected interaction frequencies for given genomic distances. We then transformed observed 5C interaction frequencies into a Z score by calculating the (observed value-expected value)/standard deviation. The calculated Z score distribution was fit to a Weibull distribution. p values were calculated for each Z score and transformed into q values for false discovery rate analysis. We used q-value threshold of 0.05 for the 5C peak calling. Only 5C peaks reproducible in both replicates in KCs or TCs were used for subsequent analysis **(S6 and S7 Tables)**.

### 3D FISH, image acquisition and data analysis

3D FISH analysis of the spatially preserved nuclei in the mouse skin tissue and freshly isolated primary keratinocytes [74] and thymocytes was performed as previously described with modifications [36, 67, 74, 75]. Primary keratinocytes were seeded overnight on the collagen coated cover slips. The adherent cells were fixed with formaldehyde and prepared for 3D FISH as described in [75]. Primary thymocytes were seeded on the slides coated with 1 mg/ml of Poly-L-lysine hydrobromide per [75]. 20 μm sections of the frozen skin sample with structurally preserved nuclei were used for the 3D analysis.

BAC based probes were prepared for the selected regions **(S4 Table)** by nick-translation using in house synthesized Bio-dUTP, FITC-dUTP, Cy3-dUTP or Dig-dUTP as described in [76]. After hybridization the samples were stained with Cy5-streptavidin or anti-Dig-Cy3 antibodies (**S17 Table)** when needed. DNA was stained with DAPI (Sigma). 3D images were collected using a Zeiss LSM510 confocal microscope. Nuclei were scanned with a z-axial distance of 200 nm, yielding separate stacks of 8-bit grey scale images, with pixel size 100–200 nm, for each fluorescent channel. For each optical section, images were collected sequentially for all fluorophores and the axial chromatic shift corrected for in each channel as described in [77]. Images were processed and analyzed using ImageJ (NIH). Inter-locus distances were calculated after correction for chromatic aberration, as previously described [36]. The differences between the inter-locus distances in different samples were analyzed using Mann-Whitney U-test.

### ChIP-seq analysis

For ChIP analysis new born C57Bl6 total keratinocyte single cell suspension was prepared as described above. To ensure analysis of viable cells with intact chromatin, keratinocytes were stained with UV Live/Dead Fixable Dye (Life Technologies) for 30 min on ice prior fixation with 1% PFA for 10 min at RT. Fixed cells were labeled with CD49f-PE and Sca-1-FITC antibodies **(S17 Table)** for 1 hour on ice. CD49f+/Sca-1+ basal keratinocytes were gated after exclusion of dead (UV Live/Dead Fixable Dye-positive, Life Technologies) cells and sorted on a MoFlo XDP cell sorter (Beckman Coulter), as described in [78]. Sorted cells were pelleted at 2.000 g and stored at -80°C.

ChIP was performed using FACS sorted epidermal keratinocytes isolated from newborn mouse skin anti-H3K27ac, anti-Rad21 and anti-CTCF antibodies **(S17 Table)** using ChIP-IT High Sensitivity kit (Active Motif) as described in [36, 79].

ChIP with anti-H3K4me1 antibodies **(S17 Table)** was performed using Micrococcal nuclease (MNase) digestion epidermal keratinocyte chromatin as per [80]. 1x10^6^ cells were used per MNase digestion and 1μg of the antibodies per IP comprising pre-cleared chromatin corresponding to 5x10^5^ cells.

Indexed ChIP-Seq libraries from immune-precipitated and control input chromatin were generated using NEBNext ChIP-Seq Library Prep Master Mix Set (New England BioLabs) for Illumina and NEBNext Multiplex Oligos for Illumina (New England BioLabs).

The libraries were sequenced on the HiSeq 2500 system (Illumina), producing 30–70 million reads per library. Sequencing reads were aligned to the mm9 mouse genome assembly [73]. Specific areas of protein binding or histone modification presence were identified with MACS using default parameters [81]. The normalized ChIP-seq signals together with the previously published ChIP-seq signals for Brg1 were visualized using UCSC genome browser (http://genome.ucsc.edu) [82, 83].

### Pursing the putative enhancers in keratinocytes

High confidence H3K4Me1 ChIP-seq peaks were merged if they were located within 5 kb end-to-end distances from each other and the same operation was applied to the H3K27ac ChIP-seq peaks. Enhancers were defined as merged H3K4me1 and H3K27ac peaks located within 2 kb end-to-end distance. We did not exclude putative enhancers located near gene promoters, as recent studies indicate that gene promoters could poses gene enhancer activity and enhancers could be located close to gene promoters [58, 61]. The positions of the gene enhancers were visualized using UCSC genome browser (http://genome.ucsc.edu) [82, 83].

### Analysis of 5C interactomes for enrichment of the binding of non-histone chromatin proteins in the anchoring regions

An enrichment of selected non-histone protein binding in the regions anchoring 5C interactions at EDC locus or interactions involving gene enhancers at the locus were calculated for the extended 5C fragments to include nearest adjacent fragments interrogated by the 5C probes on the opposite strand as described in [11].

## Supporting information

S1 Fig **(a)** Relative mRNA expression levels in freshly plated murine keratinocytes and thymocytes aligned to the schematic map of the 5,3 Mb locus analyzed using 5C technologyin this study. **(b)** Heatmaps representing raw 5C data for both TC replicates. Reverse probes are plotted as columns and the forward probes as rows. Pearson’s correlation coefficient is also shown.
(TIF) Click here for additional data file.

S2 Fig 5C data correction and normalization for the keratinocyte library replicate 1. In all heatmaps the reverse probes shown in columns and forward probes shown in rows. **(a)** Raw data **(b)** Data after 5C probe cis-purge. Grey stripes represent probes that were removed **(c)** Data after singleton interaction removal. Grey stripes are the primers removed in the previous step, grey pixels are individual interactions removed in this step. **(d)** Final coverage corrected data. Grey lines and pixel represent all the 5C probes and the individual interactions removed at previous steps and at this step. **(e)** Binned raw and coverage corrected data (bin size 150kb, step size 15kb). Grey lines and pixels indicate the regions lacking data due to the poor probe coverage or removed signals after correction.
(TIF) Click here for additional data file.

S3 Fig 5C data correction and normalization for the keratinocyte library replicate 2. In all heatmaps the reverse probes shown in columns and forward probes shown in rows. **(a)** Raw data **(b)** Data after 5C probe cis-purge. Grey stripes represent probes that were removed **(c)** Data after singleton interaction removal. Grey stripes are the primers removed in the previous step, grey pixels are individual interactions removed in this step. **(d)** Final coverage corrected data. Grey lines and pixel represent all the 5C probes and the individual interactions removed at previous steps and at this step. **(e)** Binned raw and coverage corrected data (bin size 150kb, step size 15kb). Grey lines and pixels indicate the regions lacking data due to the poor probe coverage or removed signals after correction.
(TIF) Click here for additional data file.

S4 Fig 5C data correction and normalization for the thymocyte library replicate 1. In all heatmaps the reverse probes shown in columns and forward probes shown in rows. **(a)** Raw data **(b)** Data after 5C probe cis-purge. Grey stripes represent probes that were removed **(c)** Data after singleton interaction removal. Grey stripes are the primers removed in the previous step, grey pixels are individual interactions removed in this step. **(d)** Final coverage corrected data. Grey lines and pixel represent all the 5C probes and the individual interactions removed at previous steps and at this step. **(e)** Binned raw and coverage corrected data (bin size 150kb, step size 15kb). Grey lines and pixels indicate the regions lacking data due to the poor probe coverage or removed signals after correction.
(TIF) Click here for additional data file.

S5 Fig 5C data correction and normalization for the thymocyte library replicate 2. In all heatmaps the reverse probes shown in columns and forward probes shown in rows. **(a)** Raw data **(b)** Data after 5C probe cis-purge. Grey stripes represent probes that were removed **(c)** Data after singleton interaction removal. Grey stripes are the primers removed in the previous step, grey pixels are individual interactions removed in this step. **(d)** Final coverage corrected data. Grey lines and pixel represent all the 5C probes and the individual interactions removed at previous steps and at this step. **(e)** Binned raw and coverage corrected data (bin size 150kb, step size 15kb). Grey lines and pixels indicate the regions lacking data due to the poor probe coverage or removed signals after correction.
(TIF) Click here for additional data file.

S6 Fig **(a)** Heatmap representing the 5C data after the normalization and binning (bin size 150 kb, step size 15kb) in TCs. The position of TAD border midpoints (average for the midpoints calculated based on the insulation index analysis in two replicates independently) are identified by green lines under the heatmaps. Schematic map of the studied locus and insulation indexes profiles for two 5C library replicates are also shown. **(b)** Box plots showing median, 25% quartile, 75% quartile with whiskers indicating maximum and minimum for spatial distances between the centres of the regions covered by probes A and B, and probes B and C **(Fig 2D)** before (in μm) and after normalization to the average nuclear radius (in percentage of average nuclear radius) in freshly plated primary KCs and TCs (used to prepare 5C libraries). The distances between the centres of the regions covered by the probes A and B (located within TAD3) are significantly shorter than the distances between loci covered by the probes B and C (located within TAD4) in two cell types. The indicated p-values for pair-wise comparison are calculated using Mann-Whitney U-test, n = 60 alleles for each locus. Note, that the corresponding distances in TCs are significantly longer (p-value <0.0001) than in keratinocytes. **(c)** Vent diagram indicating the overlap of the significant 5C interactions (q<0.05) between the 5C library replicates in TCs. **(d)** Vent diagram showing KC specific “true” 5C interactions (blue), TC specific “true” 5C interactions (red) and “true” 5C interactions common in both cell types (green). **(e)** Number of the significant 5C interactions between and within the individual TADs. **(f)** Scaling plot showing log10 of the average normalized read counts versus log10 for genomic distances separating the contacting regions for the whole data set (black), intra-TAD contacts (red) and inter-TAD contacts (blue).
(TIF) Click here for additional data file.

S1 Table Micro-array expression data in keratinocytes and thymocytes. (XLSX) Click here for additional data file.

S2 Table 5C probe sets. (XLSX) Click here for additional data file.

S3 Table TAD boundaries. (XLSX) Click here for additional data file.

S4 Table BAC probes used for the 3D FISH analysis. (XLSX) Click here for additional data file.

S5 Table 3D FISH inter-probe distances. (XLSX) Click here for additional data file.

S6 Table All significant 5C looping interactions reproducible in both keratinocyte library replicates. (XLSX) Click here for additional data file.

S7 Table All significant 5C looping interactions reproducible in both thymocyte library replicates. (XLSX) Click here for additional data file.

S8 Table Keratinocyte-specific 5C interactions. (XLSX) Click here for additional data file.

S9 Table Thymocyte-specific 5C interactions. (XLSX) Click here for additional data file.

S10 Table 5C interactions common in keratinocytes and thymocytes. (XLSX) Click here for additional data file.

S11 Table Gene enhancers identified by H3K4me1 and H3K27ac ChIP-seq. (XLSX) Click here for additional data file.

S12 Table All 5C interactions involving gene enhancers. (XLSX) Click here for additional data file.

S13 Table 5C interactions between gene promoters and enhancers. (XLSX) Click here for additional data file.

S14 Table 5C interactions between gene enhancers and promoters in different TADs. (XLSX) Click here for additional data file.

S15 Table 5C probes removed in probe filtering step. (XLSX) Click here for additional data file.

S16 Table Individual interactions removed in singleton removal step. (XLSX) Click here for additional data file.

S17 Table Antibodies. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

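The 5C method was applied to 2 libraries of mouse epidermal keratinocytes and 2 of mouse thymocytes, over 5.3 Mb of chromosome 3 (89.9 to 95.2 Mb, mm9). The authors aligned the reads of each library to the probe sequences, counted pairs of forward and reverse probes, removed poorly performing probes and single contacts of very high frequency, and corrected each probe for its coverage with a Loess fit in each library. The signal that the authors deposited for each contact is this corrected 5C frequency, beside the frequency expected at the genomic distance and its weighted standard deviation from a Loess fit. The score that the authors deposited is the Z score, which is the observed minus the expected frequency divided by that standard deviation, and recomputing it gave the deposited value for every contact. The authors fitted a Weibull distribution to the Z scores and deposited a p-value and a q-value for each contact, separately for each library. The other deposited values are the coordinates of the fragments and the distance between them. Condition and replicate number were taken from the sample titles. Neither these labels nor the paper's text pair a keratinocyte library with a thymocyte library, give sequencing dates or name batches, so the main comparisons use no pairing, and a replicate block was tried as an alternative.

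The raw 5C counts were not used here and cannot be recovered from the corrected values, so the depth in reads is unknown and no counting interval is given for a frequency. The libraries list 95692 and 67210 contacts in keratinocytes and 45861 and 53420 in thymocytes, or 38.1% to 81.6% of the pairs of their fragments. A contact that a library does not list has no value, and results over several libraries use the contacts that all of them list. The shallower lists limit the comparisons between cell types to 23395 contacts. Contacts share fragments, so they are not independent, and a Fisher's exact test or Wilson interval (95%) over contacts covers sampling of contacts in these libraries only. Differences between cell types were tested on library means with two-sided exact permutation tests, whose smallest p with 2 libraries against 2 is 0.333.

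Interactions were called at a q-value under 0.05 in both libraries of a cell type, as in the paper. Keratinocyte-specific, thymocyte-specific and common interactions were counted over contacts listed in all 4 libraries. Fragments were placed in TADs by their midpoint, with the average keratinocyte borders of S3 Table for both cell types. The insulation score used bins of 150 kb in steps of 15 kb, 500 kb to either side and a 435 kb window, and a border was met when a minimum lay within 100 kb of it. Frequencies within and between TADs were compared at matched distance in bins of 50 kb with at least 3 contacts of each kind, with 100000 permutations of the kind within bins. Promoter distances were read from S6 Table, enhancers from S11 Table with a distance of 10 kb, and protein binding from the classes of S6 Table. That table holds called interactions only, so binding is known for fragments with at least 1 called interaction, and contacts with any other fragment were left out of the tests of binding. Benjamini-Hochberg adjustment was applied over the 3 proteins in each set of tests. The test across contacts used limma (lmFit, and eBayes with trend) on the Z scores, keratinocytes minus thymocytes, with an adjusted p threshold of 0.05. Correlations between libraries are across contacts, with intervals from 200 bootstraps of the forward fragments. The reverse fragments were not resampled, so these intervals leave out the dependence through them.

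The genes given by name are those of the enhancer-gene contacts that the paper names in its results, with every pair of TADs that it names and every enhancer of S11 Table. The rule also asked for the 3 contacts with the largest difference in each direction past the threshold of the limma test, and no contact passed it.

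The limma step was tested on simulated data with 200 of 23395 contacts shifted. It recovered 0 of them at shifts of 4 and 8 in Z score, and 76 at a shift of 16, with 8 false calls. The insulation score was tested on simulated maps with 6 borders, of which it recovered 5 at the listed contacts of either keratinocyte library. It missed the border near the end of the locus, where a mean over the listed bins in place of the sum recovered all 6. The sum was kept, since the Materials and Methods name it.

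The alternatives tried were stricter and looser q-value thresholds, Benjamini-Hochberg adjustment of the deposited p-values, minimum distances, other borders and fragment positions, other distances to promoters and enhancers, other backgrounds, other summaries of bins, other scales of the frequency, the replicate block, and leaving out each library in turn. Most were set before the data were examined, and 5 were chosen after seeing the data. The division of contacts within TADs at 50 kb and the values of single borders were also added after seeing the data. The Materials and Methods do not give the handling of bins near the ends of the locus in the insulation score. It was changed once after first values were seen. Work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. FISH, microarray and ChIP-seq measurements were not analysed here, apart from the binding classes and enhancer positions of the supplementary tables.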

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

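The test of fragments absent from keratinocyte library 1 was chosen only after the result was seen, and the tests of weak calls and of GC content were set before. Of the 1253 thymocyte interactions called in both libraries, 220 are not in S7 Table, and the paper does not report on them. Each has a q-value under 0.05 in both thymocyte libraries, so they are a signal in contacts that the paper did not analyse. All 220 are contacts that keratinocyte library 1 does not list, and every called thymocyte interaction that this library lists is in S7 Table. Restricted to contacts listed in keratinocyte library 1, a setting chosen after seeing the data, 1033 interactions are left, so their absence from S7 Table may come from such a restriction, which the paper does not state. Keratinocyte library 2 listed 128 of the 220 and called 66, and 92 were listed in neither keratinocyte library. Between TADs lay 77.3% of the 220 and 61.1% of the other thymocyte interactions, and the median distance was 1439.5 kb against 820 kb.

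The tests below bear on why keratinocyte library 1 does not list these contacts. A fragment removed from that library is a candidate explanation for a part of the 220 only, since both fragments were present there for 130 of them. The 220 were not weaker calls in thymocytes: the median of the lower Z score was higher by 0.168 than that of the others (two-sided permutation test, p = 0.331). These are thymocyte values, so they cannot show how weak the contacts were in keratinocyte library 1. GC content remains possible, as the fragments had a mean GC content of 42.6% against 43.2% for the others (two-sided permutation test, p = 0.0194), a small difference that cannot be ruled out as part of a technical cause. A difference of depth between libraries could not be tested, since the counts are unknown. What keeps the other contacts out of keratinocyte library 1 was not found, and whether they differ between the cell types was not tested for those without a keratinocyte value.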

How the results depend on the processing

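No test here was chosen only after a result was seen, apart from 5 of the 123 alternatives, which were chosen after seeing the data and are named as such. The other alternatives were set before the data were examined. In the insulation score, the handling of bins near the ends of the locus was changed once after first values were seen. The number of borders met did not change. Of the 123, 73 kept the direction and side of the threshold or stayed within the spread, 38 moved, 8 reversed, 2 became weaker and 2 stronger. The cause of these changes was not tested. For 6 of the 25 results, every alternative that was run gave the same reading.

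With a q-value under 0.01, the keratinocyte interactions fell to 681, the keratinocyte-specific ones to 187, the common ones to 81 and the enhancer-promoter interactions to 84. The share with CTCF was then 35.4%, no longer past 0.05 (Fisher's exact p = 0.189). A looser q-value of 0.1 and Benjamini-Hochberg adjustment stayed within 1.5 times of each count they were run on.

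The correlations were lower under every alternative. On log10 frequencies, with Spearman's rho, on Z scores and from 500 kb on, they were 0.662, 0.663, 0.263 and 0.452 between keratinocyte libraries, 0.751, 0.681, 0.243 and 0.346 between thymocyte libraries, and 0.697, 0.664, 0.194 and 0.229 between cell types.

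The intra-TAD minus inter-TAD difference at matched distance was -0.0212 in log10 frequency over the called interactions, whose selection by frequency draws the kinds together. It reversed to 0.0819 over all contacts listed in both keratinocyte libraries, which were not so selected. With the rounded borders of Fig 2D it was -0.0540 over the called interactions and past 0.05 (permutation p = 0.0423). The promoter-promoter share rose from 11.4% to 26.2% with 10 kb from the TSS, to 14.8% from the nearer fragment end, and to 20.9% with TSSs of GENCODE, an alternative chosen after seeing the data. At enhancers, the share of called interactions moved to 15.5% within 5 kb and to 9.12% on overlap, and in both cases the odds ratio reversed to above 1, past 0.05 only on overlap (Fisher's exact p = 0.0301). Within 5 kb of a TSS, 93 enhancer-promoter interactions were left.

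Over contacts between TADs only, the share with CTCF was 32.9% and no longer past 0.05, and the odds ratios of Rad21 (42.8%) and Brg1 (38.5%) reversed to below 1. Over contacts within TADs only, Brg1 was at 46.3% and past 0.05 (Fisher's exact p = 0.0371). The borders met within 100 kb fell from 12 to 6 with bins that hold the sum, and were 11 with the median, 13 with a shorter span to either side, and 13 with a mean over the listed bins, which was chosen after seeing the data. The difference in border depth reversed to -0.092 with bins that hold the median, and was 0.19 with the mean over the listed bins. The log2 frequency difference between TADs was 0.94 with unlisted contacts counted as 0, also chosen after seeing the data. Restricted to contacts listed in keratinocyte library 1, likewise chosen after seeing the data, 1033 thymocyte interactions were left.

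Leaving out each library in turn changed the counts most, since a cell type with 1 library has no second call to pass: from 5729 to 7637 for keratinocytes, 5385 to 7743 for thymocytes, 358 to 2138 for keratinocyte-specific, 533 to 4365 for thymocyte-specific and 216 to 478 for common interactions. The inter-TAD share ranged from 73.0% to 82.9%, the called share of TAD2 with TAD5 from 32.1% to 38.9%, and the share at enhancers from 22.3% to 25.9%. The matched difference reversed, at 0.0278 to 0.0303. The keratinocyte minus thymocyte differences kept their sign, from 0.816 to 2.35 in Z score between TAD2 and TAD5, 0.08 to 0.17 in log2 border depth and 0.05 to 0.82 in log2 frequency between TADs. The limma test was not run without a library, since 1 library is left in a group.

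With the replicate number as a block, as if libraries of the same number were paired, limma gave 0 contacts, with 1238 at an unadjusted p under 0.05, and the differences of 1.58, 0.12 and 0.44 stayed as they were by design. The labels do not pair the libraries, and with 2 libraries per cell type the deviations (-0.0937 for the same number) cannot show whether they were paired. The limma test also gave 0 contacts under its 4 other alternatives, with 1120 to 1350 at an unadjusted p under 0.05. With 2 libraries against 2, simulated shifts of 8 in Z score were not recovered, and no exact permutation test can pass 0.05, so the design limits every comparison between cell types.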

Differences from the paper's values

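No test was chosen only after a result was seen, apart from the settings named below as such. Of the paper's stated or shown values, 32 were recomputed. The correlations were compared within their error alone, and the other values within 1.5 times. By this rule 25 of the 32 lay within the limit and 7 did not.

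Pearson's r between the keratinocyte replicates was 0.790 on the corrected frequencies, against the paper's 0.88 on raw counts, and none of the alternatives set before the data were examined closed the gap: log10 frequencies gave 0.662, Spearman's rho 0.663, Z scores 0.263 and contacts from 500 kb on 0.452. Between keratinocytes and thymocytes r was 0.809 ± 0.0557 (SD over 4 pairs of libraries), against the paper's 0.61. With Spearman's rho it was 0.664, within the error of the paper's value, while log10 frequencies (0.697), Z scores (0.194) and contacts from 500 kb on (0.229) did not close the gap.

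The share of promoter-promoter interactions was 11.4%, against the paper's 26.3%. With 10 kb from the TSS in place of 5 kb it was 26.2%, while the distance from the nearer fragment end (14.8%) and a q-value under 0.01 (10.7%) did not close the gap. TSSs of GENCODE, a setting chosen after seeing the values, gave 20.9%, within 1.5 times of the paper's value. The share of interactions between 2 non-promoter fragments was 46.3%, against the paper's 26.4%. It was 25.9% with 10 kb from the TSS and 38.7% with the distance from the nearer fragment end, both within 1.5 times of the paper's value.

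The binding status used here is known only for fragments with a called interaction, so 38672 of the 56046 contacts that were not called form the background, and how far this selection moves the values was not tested. The -log10 p of CTCF in called interactions was 2.49, against the paper's about 1.5 in Fig 5D, read by eye. None of the alternatives set before the data were examined closed the gap: both fragments bound gave 3.27, contacts within TADs 5.52, contacts between TADs 0.0714 and a q-value under 0.01 gave 0.725. For Rad21 it was 1.40, against the paper's about 0.8 in Fig 5D, read by eye. Contacts between TADs gave 0.578, within 1.5 times of it, at an odds ratio of 0.920 and so in the direction of fewer bound contacts, while both fragments bound (4.46) and contacts within TADs (7.53) did not close the gap. For Brg1 it was 0.0445, against the paper's about 0.13 in Fig 5D, read by eye, and both fragments bound (0.543), contacts within TADs (1.43) and contacts between TADs (0.640) did not close the gap.

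The thymocyte interactions called in both libraries were 1253, against the paper's 1033, within 1.5 times of each other. Restricted to contacts listed in keratinocyte library 1, a setting chosen after seeing the values, the number was 1033. For the inter-TAD and intra-TAD interactions, the main setting gave 799 and 341, against the paper's 799 and 340, and rounded borders with the fragment end coordinate gave 800 and 340.

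The paper states that TAD borders are weaker in thymocytes. The log2 insulation score at the shared borders was -0.36 in thymocytes and -0.24 in keratinocytes, deeper in thymocytes on average, and the sign reversed with bins that hold the median. Taken one by one, which was chosen after seeing the values, the borders went both ways: keratinocytes minus thymocytes was -0.31 between TAD1 and TAD2, 0.39 between TAD2 and TAD3 and 0.50 between TAD5 and TAD6, each cell type at its own border position. With all libraries at the keratinocyte position these were -0.058, -0.26 and 0.38, and at the thymocyte position -0.094, 0.80 and 0.75, so the direction between TAD2 and TAD3 depended on the position. At the minimum nearest to the border between TAD1 and TAD2 the direction was the other one, with scores of 0.670 and 0.587 in thymocytes, the latter 195 kb away, and 0.772 and 0.861 in keratinocytes. The paper states that contacts within TADs are more frequent in keratinocytes, while the log2 frequency within TADs differed by -1.30 over all of them, lower in keratinocytes. Divided by distance, which was chosen after seeing the values, the contacts under 10 kb differed by -2.37, those from 10 to 50 kb by 0.15, with the libraries of the cell types overlapping, and those from 50 kb on by 0.83, the latter higher in both keratinocyte libraries as the paper states. Only the contacts under 10 kb were lower in keratinocytes. The paper states that the border between TAD4 and TAD5 is softened in thymocytes, where both thymocyte libraries had a minimum 30 kb from it with scores of 0.602 and 0.589, below the 0.847 and 0.982 of the nearest keratinocyte minimum. At the border position itself the scores were 1.43 and 1.23 in thymocytes and 1.19 and 1.25 in keratinocytes, so no deeper border was seen there in thymocytes. The paper states that correlations between cell types are much lower than between replicates, and over the contacts listed in all 4 libraries the mean between cell types was 0.809, against 0.799 between keratinocyte and 0.963 between thymocyte replicates. From 500 kb on, over the 15012 such contacts, it was 0.229 between cell types, below the 0.490 and 0.337 of the keratinocyte and thymocyte replicates, a comparison added after seeing the values. The single pairs ranged from 0.0848 to 0.329. The paper states that contacts between TAD2 and TAD5 are not seen in thymocytes, where the mean Z score of 1.20 was the highest of 21 pairs. The called share there was 3.33% (4 of 120), at rank 13 of 21. The mean Z score was also compared with that of the other contacts between TADs 1.5 to 3.5 Mb apart, after seeing the values. Over contacts listed in all 4 libraries, TAD2 with TAD5 lay above them by 0.250 and 0.414 in thymocyte libraries 1 and 2. In keratinocyte libraries 1 and 2 the excess was 3.09 and 1.33. With unlisted contacts counted as 0 it was 0.724 and 0.529 in thymocytes and 2.41 and 2.06 in keratinocytes. Counting them as 0 favours pairs that are listed more often. Thymocyte libraries 1 and 2 listed 44.8% and 48.2% of TAD2 with TAD5, against 34.9% and 43.5% of all pairs between TADs. The mean Z score thus lay above that of the others in thymocytes either way, by less than in keratinocytes. This excess was not tested, and the called share showed none. In thymocytes the mean Z scores of TAD5 with TAD7 (1.04) and TAD1 with TAD3 (1.03) were close to it.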

Other observations

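The test of a mislabelled library, the comparisons relative to other contacts between TADs and to the library mean, and the test without contacts that join 2 enhancer fragments were chosen only after the result was seen. The fragment opposite the enhancer was an alternative set before, and was used to test an explanation only after its values were seen. What the other tests would show was written before their results were seen. Over the contacts listed in all 4 libraries, Pearson's r of the Z scores was 0.362 between keratinocyte library 2 and thymocyte library 1, and 0.278 between the keratinocyte libraries, a difference of 0.0842 (95% interval 0.0494 to 0.117 from 1000 bootstraps of the forward fragments). These libraries shared 859 called contacts, 4.36 times the number by chance, against 475 (2.54 times) for the keratinocyte libraries. The resemblance was not limited to this pair: keratinocyte library 2 and thymocyte library 2 shared 760 (3.11 times), with an r of 0.231, while keratinocyte library 1 had an r of 0.0830 and 0.0993 with thymocyte libraries 1 and 2. After the mean of each fragment was subtracted, the difference of correlations was 0.0513, so fragment effects left by the coverage correction may carry a part of it and not all. Under 500 kb, where frequencies are higher, the difference was 0.149, so long-range contacts of low frequency are unlikely to carry it. A mislabelled library was tested by the expected frequency under 10 kb over that at 1 Mb, which was 68.9 in keratinocyte library 2, near the other keratinocyte library (40.3) and below the thymocyte libraries (311 and 580). Carry-over between libraries and depth were not tested, since they need the reads, so no biological reading is offered.

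The difference in Z score between TAD2 and TAD5 was 1.58. After the mean of each library was subtracted it was 1.69, and after regression on the GC content and length of the fragments, which also removes that mean, it was 1.67. After the mean of each fragment was subtracted it was 1.35, so these fragment effects are unlikely to be its only source. With unlisted contacts counted as 0 it was 2.28, but this value could not speak against missing contacts, since the thymocyte libraries list fewer contacts and each unlisted one lowers their mean. Relative to the other contacts between TADs 1.5 to 3.5 Mb apart, filled in the same way, the difference was 1.61. Without filling, this relative difference was 1.87 over contacts listed in all 4 libraries. The plain difference was 1.33 over all contacts that each library listed. Neither gives a value to the unlisted contacts, so neither can show what these would have added. With 2 libraries against 2 the difference may still be the spread between libraries, as the exact permutation p of 0.333 cannot be lower.

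CTCF was more frequent in called than in other contacts whose fragments had a known status. That status is known only for fragments with a called interaction, and this selection of the background was not tested. When the CTCF status was shuffled between fragments of the same TAD 10000 times, a one-sided p of 0.00690 was left, so a few fragments with many contacts are unlikely to give this excess by themselves. The same shuffle gave one-sided p values of 0.0235 for Rad21 and 0.341 for Brg1. The odds ratio of CTCF was 1.20, so the effect is small, and it was not past 0.05 for contacts between TADs alone.

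In the limma test across contacts, 0 contacts passed an adjusted p of 0.05 and 1195 had an unadjusted p under 0.05. The real split of the 4 libraries had the largest number of these, so that 1 of 3 splits gave as many, while library 1 of each cell type against library 2 gave 417 and the remaining split gave 890. With 3 splits the share cannot be under 0.05, so the number cannot be told apart from an accidental division of the libraries.

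At enhancers, the called interactions carried CTCF, Rad21 and Brg1 more often than other called interactions. Since the fragments near enhancers are themselves bound more often, the explanation that the enhancer fragment itself is bound was tested at the opposite fragment alone. There the share stayed higher than at the downstream fragment of the other called interactions for 3 of 3 proteins, with odds ratios of 1.75, 1.42 and 1.79. The choice of the downstream fragment as reference was arbitrary. However, 21 of these interactions join 2 enhancer fragments, and for them either fragment was counted. Without them the share stayed higher for 2 of 3 proteins, with odds ratios of 1.47 for CTCF and 1.48 for Brg1 (two-sided Fisher's exact p = 0.0332 and 0.0215), while for Rad21 it was 1.09 (p = 0.608). Binding of the enhancer fragment itself may therefore account for the excess of Rad21, and for CTCF and Brg1 it is left open, as their adjusted p of 0.0497 was just under 0.05. Against contacts at enhancers that were not called, CTCF, Rad21 and Brg1 were also more frequent, with odds ratios of 2.06, 1.71 and 1.47. Binding was counted there at either fragment, so that comparison cannot tell the enhancer fragment from the opposite one. No technical explanation of the ChIP-seq peaks was tested.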
